# Epigenetic dynamics shaping melanophore and iridophore cell fate in zebrafish

**DOI:** 10.1186/s13059-021-02493-x

**Published:** 2021-10-04

**Authors:** Hyo Sik Jang, Yujie Chen, Jiaxin Ge, Alicia N. Wilkening, Yiran Hou, Hyung Joo Lee, You Rim Choi, Rebecca F. Lowdon, Xiaoyun Xing, Daofeng Li, Charles K. Kaufman, Stephen L. Johnson, Ting Wang

## Abstract

**Background:**

Zebrafish pigment cell differentiation provides an attractive model for studying cell fate progression as a neural crest progenitor engenders diverse cell types, including two morphologically distinct pigment cells: black melanophores and reflective iridophores. Nontrivial classical genetic and transcriptomic approaches have revealed essential molecular mechanisms and gene regulatory circuits that drive neural crest-derived cell fate decisions. However, how the epigenetic landscape contributes to pigment cell differentiation, especially in the context of iridophore cell fate, is poorly understood.

**Results:**

We chart the global changes in the epigenetic landscape, including DNA methylation and chromatin accessibility, during neural crest differentiation into melanophores and iridophores to identify epigenetic determinants shaping cell type-specific gene expression. Motif enrichment in the epigenetically dynamic regions reveals putative transcription factors that might be responsible for driving pigment cell identity. Through this effort, in the relatively uncharacterized iridophores, we validate *alx4a* as a necessary and sufficient transcription factor for iridophore differentiation and present evidence on *alx4a*’s potential regulatory role in guanine synthesis pathway.

**Conclusions:**

Pigment cell fate is marked by substantial DNA demethylation events coupled with dynamic chromatin accessibility to potentiate gene regulation through cis-regulatory control. Here, we provide a multi-omic resource for neural crest differentiation into melanophores and iridophores. This work led to the discovery and validation of iridophore-specific *alx4a* transcription factor.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13059-021-02493-x.

## Background

The development of a multicellular organism is an intricate process of expansion and diversification of a pluripotent cell population. Rapidly following embryogenesis, the genome of stem cells experiences extensive biochemical and structural changes that allow these multipotent progenitor cells to faithfully commit and differentiate into various tissue and cell types. These decisions are often reflected by unique gene expression profiles and are shaped by epigenetic programs [1, 2]. Although monumental consortium level efforts, such as ENCODE [3] and Roadmap Epigenomics [4], have significantly advanced the field of developmental epigenetics, these studies have mostly focused on profiling human and mouse model systems.

Zebrafish neural crest cells (NCCs) differentiate into various morphologically and functionally distinct cell types, such as glia, neurons, cartilage, connective tissue and pigment cells [5]. How a single-cell population with the same genetic content could generate such diverse cell types is an active field of research in developmental biology. Zebrafish have three main pigment cell types, black melanophore, reflective iridophore, and yellow xanthophore, which are all derived from a multipotent neural crest cell population [5–10]. Various mutagenesis experiments in zebrafish provided insights into the genetic regulation and gene regulatory networks responsible for pigment cell differentiation [11–15]. Melanophore development has been extensively studied for its translational potential in tackling melanoma. In melanophores, *sox10* [16] and Wnt signaling [17] are required to activate and stabilize expression of *mitfa*, which is an essential transcription factor regulating numerous melanophore differentiation genes, including those controlling melanin synthesis [18]. Although relatively understudied, a few molecular mechanisms governing iridophore cell fate have been discovered in forward genetic screens. In iridophore development, *pnp4a* [19] was shown to encode an enzyme important in the biosynthesis of guanine, an important molecule responsible for the reflective characteristic in iridophores. Furthermore, PKA (protein kinase A) signaling [20], Alk (Anaplastic lymphoma kinase), and Ltk (leucocyte tyrosine kinase) ligands [21] are essential for iridophore development. The gene regulatory network for iridophore differentiation is underexplored. However, *sox10* [10], *foxd3* [9, 22], *tfec* [23], and *gbx2* [24] transcription factors have been implicated in iridophore cell fate.

Although forward genetic experiments offered valuable mechanistic insights [10–14], a systematic description of the underlying gene regulatory network for pigment cell differentiation is still lacking. In this study, we highlight how comparative epigenetics can be a powerful tool in deciphering both the genetic and epigenetic mechanisms that govern cell fate. Here, we provide some of the first insights into the epigenetic dynamics that shape neural crest differentiation into pigment cells in zebrafish by providing high-quality epigenetic landscape profiles of various stages of NCC differentiation into melanophores and iridophores. In conclusion, we leverage DNA methylation and chromatin accessibility dynamics to chart putative gene regulatory networks that govern pigment cell fate to discover that *alx4a* is necessary and sufficient for iridophore development on the zebrafish body.

## Results

### Neural crest and pigment data collection and generation

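DNA methylation was measured by WGBS, in which bisulfite converts unmethylated cytosines so that each read over a CpG counts as methylated or unmethylated. The files hold 4 libraries, 1 per cell type, in each of which the authors combined 2 biological replicates. Early NCCs at 15 somites and late NCCs at 24 hpf were GFP-positive cells of the *Tg(crestinA:EGFP)* line, while melanophores and iridophores were sorted from *mlpha* j120 larvae at 4 to 5 dpf, so the step from NCCs to pigment cells is also a step from one fish strain to another. The authors trimmed the paired-end reads with Cutadapt, mapped them to danRer10 with Bismark, removed duplicates with Picard and computed, for each CpG of the 25 chromosomes with at least 1 read, the share of reads that are methylated and the number of reads. Summed over CpGs, the libraries hold 521292949 reads in early NCCs, 683354245 in late NCCs, 794596680 in melanophores and 564793695 in iridophores. The mean coverage of a covered CpG was 24.0 reads in early NCCs, 30.3 in late NCCs, 35.2 in melanophores and 25.2 in iridophores, with medians of 17, 25, 29 and 21 reads. The level of a region was computed as the mean of the methylation levels of its covered CpGs. DMRs were called by a re-implementation of the published DSS method with smoothing and with the minimum difference and p threshold given in the paper's Methods. Because the replicates were combined, no spread between replicates could be computed, and every test on these libraries compares the reads of 2 pooled libraries, not 2 replicated conditions. Confidence intervals and p values therefore cover counting error at most. A read over several CpGs counts once at each, so region intervals can be too narrow and region p values too small. The ATAC-seq and mRNA-seq libraries were not analysed here.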

To capture the DNA methylation, chromatin accessibility, and gene expression landscapes during pigment cell differentiation, we generated two biological replicates of whole-genome bisulfite sequencing (WGBS), assay for transposase-accessible chromatin using sequencing (ATAC-seq), and mRNA-seq libraries respectively. The zebrafish *crestin* gene can serve as a marker for neural crest specification and migration during zebrafish embryogenesis [25]. Therefore, we created a transgenic fish with a *crestin* promoter driving GFP expression and isolated GFP-positive NCCs from 15-somite and 24 h post-fertilization (hpf) embryos (Fig. 1a). These two time points reflect the onset [25] and partially committed states [26] of neural crest cells respectively. We also included the fully committed states by isolating melanophores and iridophores from 4 to 5 days post-fertilization (dpf) larvae [27].

**Fig. 1:**
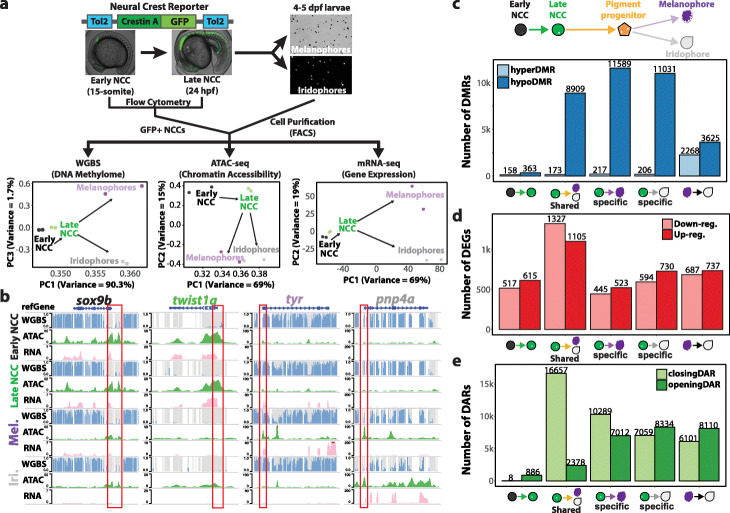
Epigenetic and transcriptomic dynamics of neural crest cell differentiation into pigment cells. **a** Schematic of sample collection method and principle component analysis on the DNA methylome, chromatin accessibility, and transcriptome of each cell type. **b** WashU Epigenome browser views of zebrafish early neural crest marker gene (*sox9b*), neural crest marker gene (*twist1a*), melanophore marker gene (*tyr*), and iridophore marker gene (*pnp4a*). Grey bars represent CpG sites while height of the blue bars indicates methylation levels. The red box demarcates promoter regions of marker genes. **c–e** Bar charts illustrating the number of DMRs (**c**), DEGs (**d**), and DARs (**e**) when comparing early NCCs, late NCCs, melanophores, and iridophores. DMRs were identified using DSS (*p* value < 0.001)

These isolation techniques generated reproducible and biologically diverse samples as reflected by the principal component analysis (PCA) on each genomic assay (Fig. 1a). The biological replicates clustered closely together, while cells from different stages along the NCC development trajectory were separated from one another. To further verify that we collected and profiled the correct cell types, we examined well-established marker genes *sox9b* [28], *twist1a* [29], *tyr* [30], and *pnp4a* [9], which represent early NCCs, late NCCs, melanophores, and iridophores respectively. Indeed, these marker genes are highly expressed and the promoters of these marker genes (red box, Fig. 1b) show low methylation and high chromatin accessibility in specific cell types.

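For *pnp4a*, the iridophore marker, a window around the start of the gene was placed by eye from Fig. S2f, and its covered CpGs lie between 24052005 and 24052732 on chromosome 11. The window has 4 covered CpGs in early NCCs and 5 in each of the other libraries. Its methylation level was 85.4% in early NCCs on 9 reads and 73.3% in late NCCs on 22 reads. In melanophores it was 36.3% on 31 reads, and in iridophores it was 30.3% on 33 reads. The levels of this window depend on its few reads. Over CpGs with at least 5 reads, late NCCs had 100% on 2 CpGs, melanophores 60.5% on 3 CpGs and iridophores 42.1% on 3 CpGs, and early NCCs had no such CpG. The share of methylated reads had a 95% Wilson confidence interval of 45.3% to 93.7% in early NCCs, 61.5% to 92.7% in late NCCs, 29.2% to 62.2% in melanophores and 22.2% to 53.4% in iridophores. Against late NCCs, the share of methylated reads was lower in iridophores (two-sided Fisher's exact test, Benjamini-Hochberg adjusted p = 0.00107) and in melanophores (adjusted p = 0.0103 from the same test). The intervals of melanophores and iridophores overlap, but the pigment cells were not tested against each other in this window. Whether they differ there stays open. The depth was higher over the super-accessible region that Fig. S2f marks at this gene, whose covered CpGs run from 24050824 to 24061122. There the level was 81.9% in early NCCs on 2455 reads, 78.4% in late NCCs on 3693 reads, 61.1% in melanophores on 4116 reads and 30.5% in iridophores on 2828 reads. The promoters of *sox9b*, *twist1a* and *tyr* were not analysed here. The paper examined its 4 marker genes to verify that the correct cell types were collected, and states that their expression, promoter methylation and promoter accessibility are specific to cell types.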

### Focal mCpG loss demarcates cell identity

We first focused on DNA methylation changes considering its association with establishing cell identities (Additional file 1: Fig. S1a-f, Additional file 2: Table S1). Following the NCC to pigment cell differentiation path, we found a slight decrease in the global DNA methylation levels (~ 85 to ~ 81%, Additional file 1: Fig. S1g). 

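The mean methylation level over all CpGs with at least 1 read was 84.3% in early NCCs and 83.1% in late NCCs. It was 80.5% in melanophores and 80.0% in iridophores. From early to late NCCs the mean fell by 1.17 percentage points. It fell by 2.61 points from late NCCs to melanophores and fell by 3.07 points from late NCCs to iridophores. Each of the 25 chromosomes had a lower mean after each of these steps. The share of CpGs above 80% methylation, among CpGs with at least 10 reads, was 83.8% in early NCCs, 82.2% in late NCCs, 77.1% in melanophores and 76.3% in iridophores. The share below 20% methylation rose from 7.78% in early NCCs to 8.11% in late NCCs, 8.76% in melanophores and 9.04% in iridophores. With a minimum of 5 reads per CpG, the means were 85.1% in early NCCs, 83.7% in late NCCs, 80.9% in melanophores and 80.5% in iridophores, which equal the numbers printed in Fig. S1g. A minimum of 10 reads moved the early NCC mean most, to 85.5%. The paper describes this fall as a slight decrease along the differentiation path.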

We utilized DSS tool (Methods, *p* value < 0.01) to identify thousands of differentially methylated regions (DMRs) (Fig. 1c, Additional file 1: Fig. S1h) and discovered that pigment cell differentiation is accompanied by a largely focal loss of methylation and very minimal gain of methylation (Fig. 1c). 

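From late NCCs to melanophores, 10959 regions lost methylation (hypoDMRs) and 33 gained it (hyperDMRs), out of 22074013 CpGs covered in both libraries. From late NCCs to iridophores there were 11485 hypoDMRs and 34 hyperDMRs among 21935953 CpGs. Early and late NCCs differed in 20 hypoDMRs and 6 hyperDMRs. Between melanophores and iridophores, 1573 regions were less methylated in iridophores and 737 were more methylated. Each CpG was tested for a difference of at least 30 percentage points after smoothing over 500 bp, at a p threshold of 0.01, and regions needed at least 3 CpGs and 50 bp. Simulated libraries at the depths of late NCCs and melanophores, both drawn from the smoothed late NCC levels, gave 0 DMRs. So did the same simulation with the depth of iridophores. Reads were drawn independently at each CpG with the same dispersion throughout. These simulations therefore cannot show how many DMRs regional variation between libraries or strains would give. The median late NCC to melanophore hypoDMR went from 91.7% to 28.1% methylation, and the median late NCC to iridophore hypoDMR from 91.5% to 20.8%. The count moved most when CpGs were tested one by one with Fisher's exact test, which gave 46208 hypoDMRs and 822 hyperDMRs in melanophores. Over the 10 ways of calling that were tried, hypoDMRs made up between 98.3% and 99.9% of the DMRs from late NCCs to melanophores and between 98.2% and 100% of those to iridophores.

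**Figure D1:**
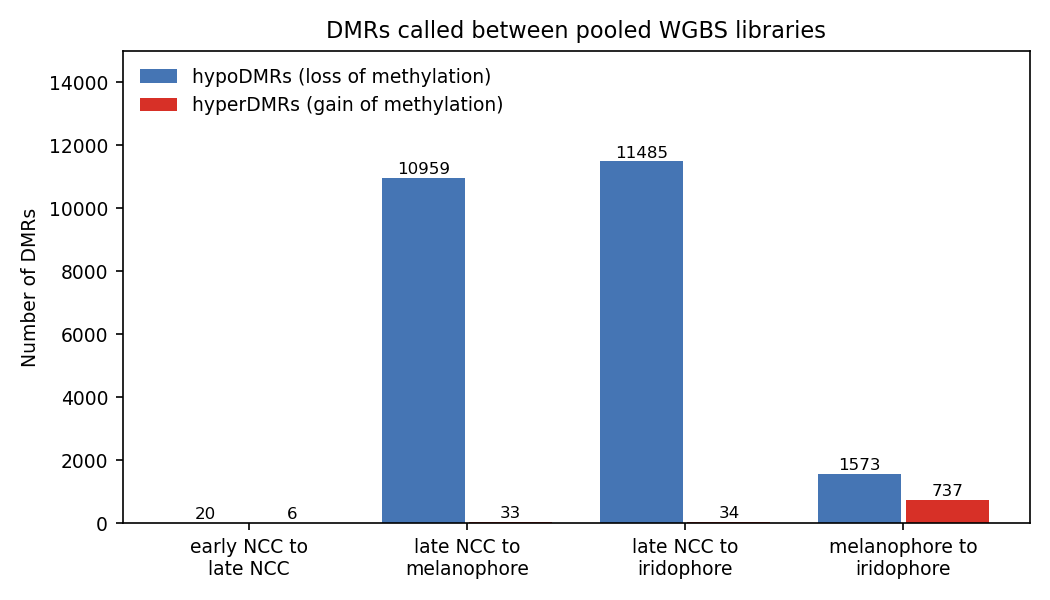
Number of DMRs (vertical axis) called between pairs of pooled WGBS libraries (horizontal axis), with hypoDMRs in blue and hyperDMRs in red. The late NCC to melanophore and late NCC to iridophore bars stand at 10959 and 11485 hypoDMRs, beside 33 and 34 hyperDMRs.

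The DMR with the largest summed test statistic from late NCCs to melanophores holds 54 CpGs on chromosome 10, from 7102377 to 7103401. Its level was 95.9% in late NCCs on 3053 reads, 29.6% in melanophores on 3229 reads and 55.1% in iridophores on 2336 reads. In iridophores the top hypoDMR spans 1637 bp on chromosome 9, from 43572105 to 43573740, where 56 CpGs went from 95.6% in late NCCs to 19.9% in iridophores and 72.7% in melanophores. The top hyperDMR was the same in both pigment cells, 43 CpGs on chromosome 16 from 60182 to 60695, with 24.2% in late NCCs, 72.4% in melanophores and 76.9% in iridophores. It had 46.9% in early NCCs. Among CpGs with at least 5 reads in both libraries, 0.510% lay in a late NCC to melanophore DMR. These held 11.1% of the summed net loss of methylation, in which gains offset losses. For iridophores, 0.558% of the CpGs lay in DMRs and held 11.3% of the summed net loss. The mean change was -60.8 points inside and -2.50 points outside the melanophore DMRs, and -66.3 and -2.91 points for iridophores. From the excess of hypoDMRs over hyperDMRs, the paper concludes that pigment cell differentiation comes with a largely focal loss and very little gain of methylation.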

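Of the late NCC to melanophore hypoDMRs, 4591 (41.9%) overlapped a late NCC to iridophore hypoDMR by at least 1 bp. In the other direction, 4581 (39.9%) of the iridophore hypoDMRs overlapped one of melanophores. Across the 4591 shared regions the median change from late NCCs was -61.4 percentage points in melanophores and -66.0 points in iridophores. The changes in the pigment cells differed by less than 10 points in 59.9% of the shared regions and by less than 20 points in 89.0%, with a median absolute difference of 8.06 points. Pearson's r between the changes was 0.295 across these regions, which are not independent replicates. Both changes are taken from the same late NCC library, and this alone gave an r of 0.506 in simulated libraries with no change. All changes in those libraries are sampling noise, so 0.506 is no baseline for regions chosen for large falls. The choice of regions shapes r as well, so r does not measure how similar the changes are. Over the 17863 regions that are a hypoDMR in at least one pigment cell, r was -0.233 and 23.7% changed within 10 points of each other. With an overlap of at least 50% of each region required, r in the 3472 shared regions was 0.435, and 67.6% of them changed within 10 points.

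**Figure D2:**
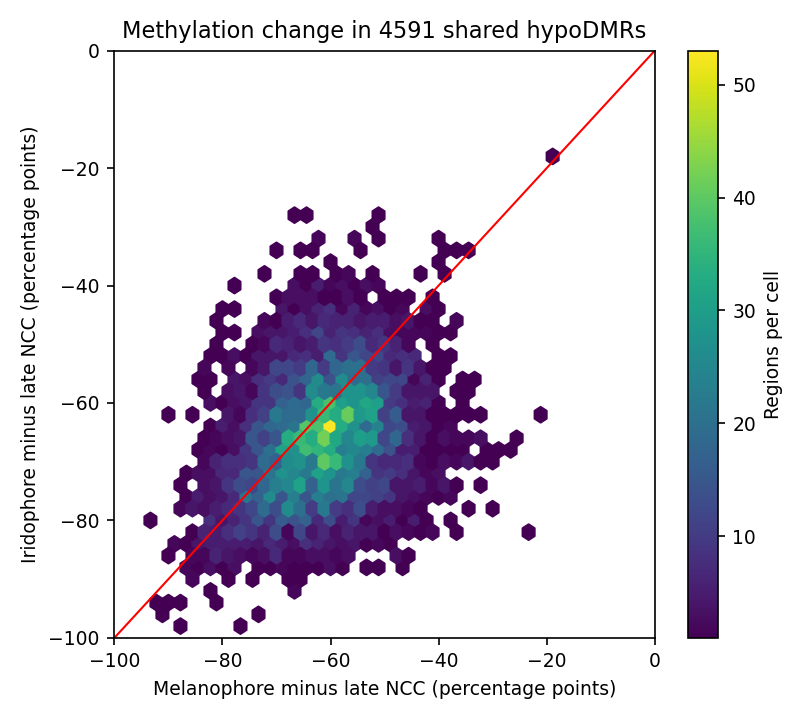
Change in methylation from late NCCs in 4591 shared hypoDMRs, in percentage points, with melanophores on the horizontal axis and iridophores on the vertical axis. The colour gives the number of regions per cell, and the red line marks equal changes, with 89.0% of regions within 20 points of it.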

We also note that melanophores and iridophores share regions that undergo similar magnitude of methylation change (Additional file 1: Fig. S1i) from 24 hpf NCC. Differentially expressed genes near these shared hypoDMRs enrich for GO terms related to neural crest migration (“ameboidal-type cell migration”) [31] and pigmentation (Additional file 1: Fig. S1j), suggesting that DNA methylation could play a role in early phases of neural crest differentiation into pigment cells.

### Chromatin accessibility tunes transcription

Although the loss of DNA methylation at promoters or enhancers are often associated with gene activation [32], we report relatively balanced gene expression dynamics during pigment cell differentiation where hundreds of genes are up- or downregulated (Fig. 1d) as identified by DESeq2 (Methods, adj. *p* value < 0.01). Therefore, we hypothesized that chromatin accessibility might be playing a potential role in epigenetic suppression of gene activity. Using DiffBind (Methods, FDR < 0.001), we identified distinct and shared chromatin accessible regions across the samples (Additional file 1: Fig. S2a-d). We report more than twice as many closing differentially accessible regions (DARs) than opening DARs in both melanophores and iridophores during pigment differentiation (Fig. 1e). These data suggest that although the majority of the DNA methylation dynamics favor epigenetic activation, the chromatin accessibility could be important for fine-tuning the cell-type-specific epigenetic suppression. Furthermore, when we focused on iridophore-specific chromatin accessibility dynamics, we discovered that super-accessible regions (Methods) often demarcated genes that were highly expressed in iridophores, such as *pnp4a* (Additional file 1: Fig. S2e,f). These regions could provide a superenhancer-like mechanism to drive cell fate decisions [33], but warrant further investigation.

### DMARs as putative cis-regulatory elements

DNA methylation and chromatin accessibility dynamics can collaboratively influence epigenetic control. Therefore, we characterized various combinations of dynamics of differential methylations and accessibilities (Additional file 1: Fig. S3a, Additional file 2: Table S2). We report thousands of shared and cell-type-specific differentially methylated and accessible regions (DMARs) that define pigment cell differentiation (Fig. 2a). The majority of DMARs have their size and CpG density fall in similar distribution as DMRs and DARs alone (Additional file 1: Fig. S3b,c). 

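CpG density and size were examined in the first 1998 of the 72384 regions of Table S2, all on chromosome 1, with the sizes given in that table and the CpGs counted in the late NCC library. In the late NCC to melanophore comparison, the median density was 1.79 CpGs per 100 bp in 132 hypo-opening DMARs and 2.04 in 43 hypo-closing DMARs. Solo hypoDMRs (383 regions) had a median of 2.48, solo opening DARs (143 regions) 1.13 and solo closing DARs (651 regions) 2.25. From late NCCs to iridophores, the medians were 1.68 in 146 hypo-opening DMARs, 2.03 in 33 hypo-closing DMARs, 2.35 in 356 solo hypoDMRs, 1.13 in 162 solo opening DARs and 2.14 in 587 solo closing DARs. The middle 50% of melanophore sizes ran from 464.5 to 776.5 bp for hypo-opening DMARs, from 255.5 to 605 bp for solo hypoDMRs and from 284 to 557.5 bp for solo opening DARs. In iridophores the corresponding ranges were 502.25 to 787.75 bp, 273 to 584.75 bp and 270.75 to 501 bp. The paper states that most DMARs fall in a similar range of size and density as DMRs and DARs alone.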

DMRs, DARs, and DMARs associate with higher phastCons [34] and phyloP [35] conservation scores, suggesting that these regions might be evolutionarily preserved with potential functional consequences (Additional file 1: Fig. S3d). We report that majority of the epigenetic dynamics that define the transition from early NCC to late NCC is increased chromatin accessibility. Interestingly, these opening DARs were highly methylated in late NCC but subsequently lose methylation in melanophores and iridophores (Fig. 2b). This could suggest that certain subpopulations of neural crest cells have pigment enhancers already primed or marked by chromatin accessibility that only become functional after subsequent DNA demethylation later during differentiation.

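The part of Table S2 at hand lists 21 opening DARs from early to late NCCs, with a median of 10 CpGs each and a median coverage of 42.6 reads per CpG in late NCCs. Their median methylation was 90.2% in early NCCs and 78.7% in late NCCs. It was 44.0% in melanophores and 43.8% in iridophores. In late NCCs 15 of the 21 regions were above 70% methylation and 0 were below 30%. In melanophores 5 were above 70% and 8 below 30%, and in iridophores 3 were above 70% and 9 below 30%. From late NCCs, 18 regions were lower in melanophores, with a median change of -28.6 percentage points over all 21. In iridophores 17 were lower, with a median change of -38.9 points. Between early and late NCCs 20 regions were lower in late NCCs, with a median change of -11.6 points. Weighting CpGs by their coverage moved the iridophore median most, to 39.3%. From this pattern, the paper proposes that some neural crest cells carry pigment enhancers already primed by open chromatin, which become functional after later demethylation.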

**Fig. 2:**
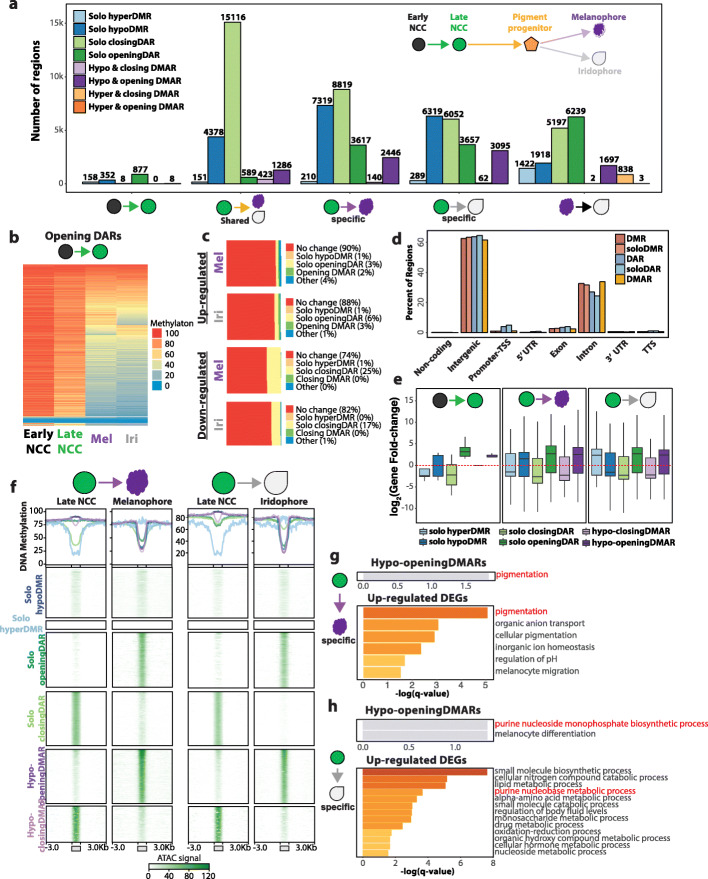
Characterization and annotation of DMARs. **a** Bar plot illustrating the number of DMARs identified across pigment cell differentiation. No HyperDMARs were detected, except in melanophore vs. iridophore comparison. **b** Heatmap illustrating the DNA methylation levels of opening DARs identified in early NCC to late NCC transition. **c** Epigenetic dynamics of DEG promoters in melanophores and iridophores. **d** Genomic feature distribution of DMRs, DARs, and DMARs. **e** Expression fold-change of closest DEGs within 50 kb of epigenetically dynamic regions. **f** Line graphs and heatmaps representing average DNA methylation levels and ATAC peak signals respectively of epigenetically dynamic regions from late NCC to pigment cell-type comparison. **g, h** Gene ontology enrichment of DEGs within 50 kb of hypo-opening DMARs and upregulated DEGs in melanophore-specific (**g**) and iridophore-specific (**h**) comparison

Next, we explored promoter epigenetic status of differentially expressed genes (DEGs). Roughly 88–90% of promoters of upregulated genes are epigenetically static from 24 hpf NCC to pigment cell differentiation (Fig. 2c). Although a small fraction of promoters of downregulated genes might be repressed by loss of accessibility, the majority does not experience any epigenetic change. This result suggests that gene expression is more likely to be controlled by DMRs, DARs, or DMARs in enhancer context. Indeed, majority of these regions are in intergenic or intronic regions (Fig. 2d), which if epigenetically active, can play a cis-regulatory role. We also report that DEGs close to openingDARs and hypo-openingDMARs show increase in expression while DEGs near closingDARs and hypo-closingDMARs trended to lose expression further supporting the cis-regulatory potential of these epigenetically dynamic regions (Fig. 2e). Interestingly, solo DMRs near DEGs were not as predictive of the gene expression change as DARs or DMARs. Further look into these solo DMRs revealed that 65% and 71% of solo hypoDMRs in melanophores and iridophores did not contain ATAC-seq peaks (Additional file 1: Fig. S4a). 

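On chromosome 1, in the part of Table S2 at hand, solo hypoDMRs from late NCCs to melanophores had a median size of 415 bp with 9 CpGs covered in late NCCs, the library in which CpGs are counted here. The hypo-opening DMARs had a median of 618 bp with 11 CpGs, and the hypo-closing DMARs 593 bp with 12 CpGs. In iridophores the medians were 414.5 bp and 9 CpGs for solo hypoDMRs, 612.5 bp and 10.5 CpGs for hypo-opening DMARs, and 686 bp and 16 CpGs for hypo-closing DMARs. The middle 50% of CpG counts overlapped, from 6 to 15 in solo hypoDMRs and from 8 to 16 in hypo-opening DMARs of melanophores. The median change in methylation in melanophores was -50.6 percentage points in solo hypoDMRs, -53.3 points in hypo-opening DMARs and -46.1 points in hypo-closing DMARs. In iridophores it was -54.1, -57.8 and -45.6 points in the same order.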

The solo hypoDMRs show relatively low ATAC signal, have lower CpG count, and are smaller in size compared to DMARs (Fig. 2f, Additional file 1: Fig. S4b). These insights imply that these solo hypoDMRs are no longer accessible to provide cis-regulatory function in differentiated pigment cells. In context of solo DARs, 43% and 15% of solo closingDARs and 22% and 40% of solo openingDARs occur in regions with < 30% DNA methylation in melanophores and iridophores respectively (Additional file 1: Fig. S4a,c,d), highlighting the fine-tuning that chromatin accessibility provides for gene regulation at later stages of pigment cell differentiation.

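Among the solo DARs of chromosome 1 at hand that open or close in one pigment cell only, 230 solo closing DARs of melanophores have a covered CpG. Of these, 95 (41.3%, 95% Wilson interval 35.1% to 47.8%) were below 30% methylation in melanophores. For iridophores, 22 of 173 solo closing DARs (12.7%, interval 8.55% to 18.5%) were below 30%. Among solo opening DARs, 20 of 121 in melanophores (16.5%, interval 11.0% to 24.2%) and 51 of 130 in iridophores (39.2%, interval 31.3% to 47.8%) were below 30%. Table S2 lists regions without a covered CpG at 0% methylation. When these are counted as below 30%, the shares are 42.8% and 14.2% for closing and 18.5% and 42.3% for opening regions of melanophores and iridophores. In late NCCs, 37.0% of the melanophore and 8.09% of the iridophore solo closing DARs were already below 30%, compared with 2.48% and 9.23% of the solo opening DARs. From its shares of lowly methylated solo DARs, the paper states that chromatin accessibility fine-tunes gene regulation at later stages of pigment cell differentiation.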

To explore the potential biological cis-regulatory role of the DMRs, DARs, and DMARs, we performed gene ontology (GO) enrichment of DEGs nearby these epigenetically dynamic regions (Fig. 2g–h, Additional file 1: Fig. S5a-d). GO enrichment of DEGs near hypoDMRs and solo closingDARs converge on terms related to central nervous system and embryonic development. These terms are also present in the GO enrichment of downregulated gene from early NCC to late NCC to pigment cells (Additional file 1: Fig. S6a,c-e), which suggests that DNA methylation plays a role in early neural crest development that becomes silenced through closing of chromatin. Similar enrichment analysis of upregulated DEGs presented analogous annotation enrichments of that for shared openingDARs and hypo-opening DMARs (Fig. 2g,h, Additional file 1: Fig. S5d). For example, melanophore-specific genes reflect pigmentation while iridophore-specific genes enrich for purine synthesis that is responsible for guanine crystal stacks that give iridophore its reflective properties.

### Defining the transcription factor network of pigment cell differentiation

The epigenetic landscape is often intricately tied with transcription factor (TF) presence and binding events [36, 37]. We performed motif enrichment analysis in melanophore-specific or iridophore-specific DMRs, DARs, and DMARs (Additional file 2: Table S3-6) to identify the potential roles of pigment cell-specific TFs. We identified motif enrichment of known regulators for the differentiation of melanophore (TFAP-related motifs and MiT/TFE motifs) and iridophore (*tfec*) [38] (Fig. 3a), as well as that of novel TF candidates: *hey1*, *ets1*, *foxo1a*, *nfkb2*, *ar*, *vdrb*, *tbx2a*, *gbx2*, and aristaless homeobox TFs (*alx1*, *alx3*, *alx4a*, and *alx4b)* (Fig. 3b)*.* Among these newly discovered candidates, aristaless homeobox TFs showed most significant enrichment, suggesting their importance in iridophore differentiation. Indeed, when we quantified the number of DM/ARs with ALX, GBX2, TFEC, and SOX10 motifs, transcription factors deemed to be important for iridophore differentiation, we saw that the ALX-containing DM/ARs were most abundant (Fig. 3c). In addition, ALX-containing DM/ARs were over-represented by hypo-openingDMARs (~ 3 folds greater than expected) and solo openingDARs (~ 2.2 folds greater than expected) while under-represented by solo closingDARs (~ 5.7 folds less than expected). In comparison, GBX2-containing, TFEC-containing, and SOX10-containing hypo-opening DMARS were only ~ 1.7, ~ 1.5, and ~ 1.9 folds greater than expected respectively. Next, we explored the DNA methylation and chromatin accessibility dynamics associated with the iridophore-associated epigenetically dynamic regions with ALX, SOX10, GBX2, and TFEC motifs. This analysis led to the discovery that a fraction of solo openingDARs and hypo-openingDMARs that contain SOX10 (17.2 and 29.5%), TFEC (19.6 and 41.5%), and GBX2 (17.6 and 17.9%) motifs were shared in the melanophore (Fig. 3d, Additional file 1: Fig. S7a). In stark contrast, less than 6% and 14% of the solo openingDARs and hypo-openingDMARs containing the ALX4 motif respectively were present in melanophores. Considering that ALX-containing DM/ARs are most frequent and enrich for activating epigenetic dynamics (openingDAR or openingDMAR) along with the discovery that majority of the ALX-containing DMARs are specific to iridophores suggests the potential importance that the *alx* transcription factors might have to iridophore cell fate. Furthermore, analysis of iridophore ATAC peaks revealed strong footprinting signatures for these aristaless homeobox and other TF candidates, suggesting their binding activity (Fig. 3e, Additional file 1: Fig. S7b).

**Fig. 3:**
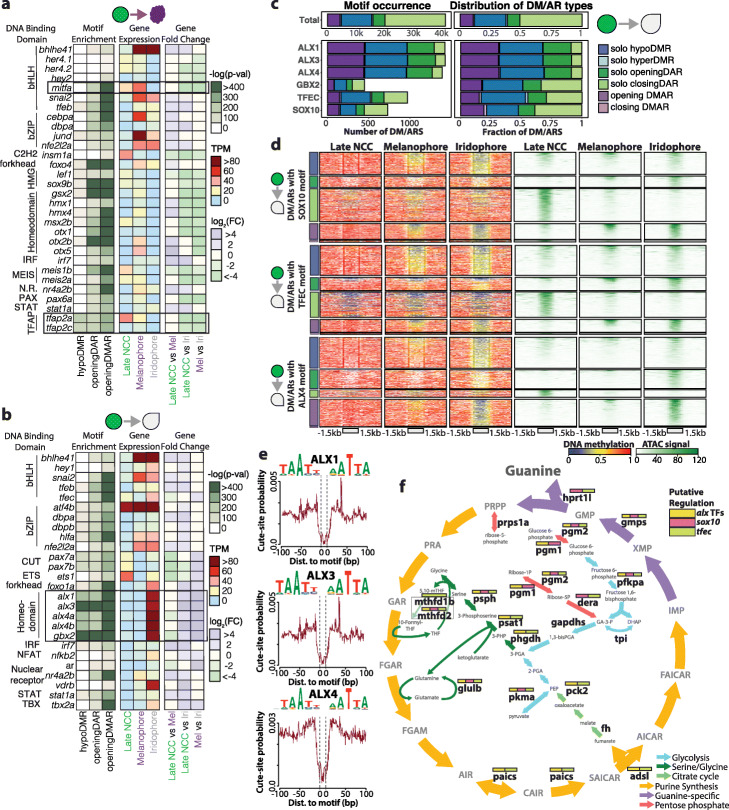
Motif enrichment analysis reveals alx transcription factor family as putative regulator of iridophore development. **a**, **b** Heatmaps representing motif enrichment, gene expression, and gene fold change of transcription factors when comparing late NCC differentiation into melanophores (**a**) and iridophores (**b**). **c** Bar plots representing frequency and distribution of iridophore-associated DM/ARs with a particular TF motif. **d** Heatmaps representing DNA methylation and ATAC signal across iridophore-associated DM/ARs with specific TF motifs. **e** ATAC-seq footprint signatures of alx transcription factor candidates. **f** Model of guanine synthesis cycle. Iridophore-specific DEGs are shown in bold. Boxes above DEGs are color-coded based on detection of CREs containing TF motifs within 50 kb of DEG promoters

To understand how TFs control gene regulatory networks crucial for iridophore biology and identity, we first examined whether iridophore TFs are turned on and regulated during iridophore differentiation from NCC. When we scanned for epigenetically activating DMRs and/or DARs (DM/ARs) within 50 kb of iridophore-specific TF promoters, we discovered that the *alx4a* promoter had one of the highest DM/AR occurrences (17 DM/ARs, 14 with iridophore-related TF motifs) (Additional file 1: Fig. S7c,d). 

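Fig. S7c draws DM/ARs around transcription factor genes, and 68 of them, at 9 genes (*alx1*, *alx4a*, *alx4b*, *ets1*, *foxd3*, *gbx2*, *mitfa*, *sox10* and *tfec*), were read from the figure and measured, 14 of them at *alx4a*. Over the 68 regions the median methylation was 94.5% in early NCCs, 88.0% in late NCCs, 58.6% in melanophores and 25.3% in iridophores. Iridophores were below late NCCs in 66 regions, 63 of them with a Benjamini-Hochberg adjusted p under 0.05 in a two-sided Fisher's exact test over the list. Melanophores were below late NCCs in 64 regions, 57 of them by the same test. The fall was at least 30 percentage points in 62 regions in iridophores and in 26 in melanophores. Fig. S7c marks 56 of these regions as DMARs or solo DMRs. The paper called them on the same WGBS libraries as changes in iridophores, so their fall in iridophores follows from how they were chosen, and the counts for iridophores and melanophores are not a like-for-like comparison. The 12 solo DARs had a median of 30.4% in late NCCs, 15.8% in melanophores and 7.08% in iridophores. The deepest region with the largest fall of its gene was the promoter DMAR of *tfec* on chromosome 4, with covered CpGs from 6022683 to 6024391, where 52 CpGs went from 89.6% in late NCCs to 50.9% in melanophores and 16.5% in iridophores. At *foxd3*, 24 CpGs between 32065403 and 32066429 on chromosome 6 went from 86.8% in late NCCs to 32.7% in melanophores and 15.9% in iridophores. At *ets1*, 9 CpGs between 48335736 and 48336042 on chromosome 18 had 92.1% in late NCCs, 83.5% in melanophores and 17.1% in iridophores. At *mitfa*, 5 CpGs between 43387247 and 43387541 on chromosome 6 had 76.0% in late NCCs, 47.7% in melanophores and 10.6% in iridophores. The largest fall at *alx1* was to 15.4% in iridophores and 22.3% in melanophores from 84.8% in late NCCs, over 7 CpGs. For *gbx2*, *alx4b* and *sox10* the iridophore levels at the region with the largest fall were 29.8%, 11.3% and 24.1%, on 5, 2 and 4 CpGs.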

We were encouraged by this discovery as *alx4a* was recently discovered to be a novel iridophore marker through single-cell expression analysis [39]. This result suggests the robust epigenetic activation of *alx4a* in iridophores, but not melanophores. 

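The 14 regions drawn around *alx4a* in Fig. S7c lie on chromosome 7, with covered CpGs from 26617775 to 26695107. They are 7 DMARs, 5 solo DMRs and 2 solo DARs. In the 12 DMARs and solo DMRs the median methylation was 95.8% in early NCCs, 88.1% in late NCCs, 72.5% in melanophores and 27.5% in iridophores. From late NCCs the median change was -56.6 percentage points in iridophores and -13.1 points in melanophores. Iridophores were lower than melanophores in all 12, with a median difference of -46.1 points. A fall of at least 30 points was seen in all 12 regions in iridophores, for which the paper called them, and in 3 in melanophores. The largest fall was in a DMAR of 16 CpGs from 26689631 to 26690174, with 97.4% in late NCCs on 606 reads, 68.0% in melanophores on 768 reads and 15.6% in iridophores on 626 reads. A solo DMR at 26645397 to 26645877 went from 96.0% in late NCCs to 39.9% in iridophores and 92.8% in melanophores. Melanophores were below late NCCs in all 12 regions, each with a Benjamini-Hochberg adjusted p under 0.05 in Fisher's exact test on the reads of the libraries, and the fall was large in the intronic solo DMR at 26617775 to 26618044, with 87.4% in late NCCs, 36.6% in melanophores and 14.0% in iridophores. The DMAR from 26684821 to 26685231 had 70.6% in late NCCs, 31.7% in melanophores and 16.4% in iridophores. The 2 solo DARs were nearly unmethylated in every library, the larger one at 0.385% in late NCCs and 0.499% in iridophores over 38 CpGs.

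**Figure D3:**
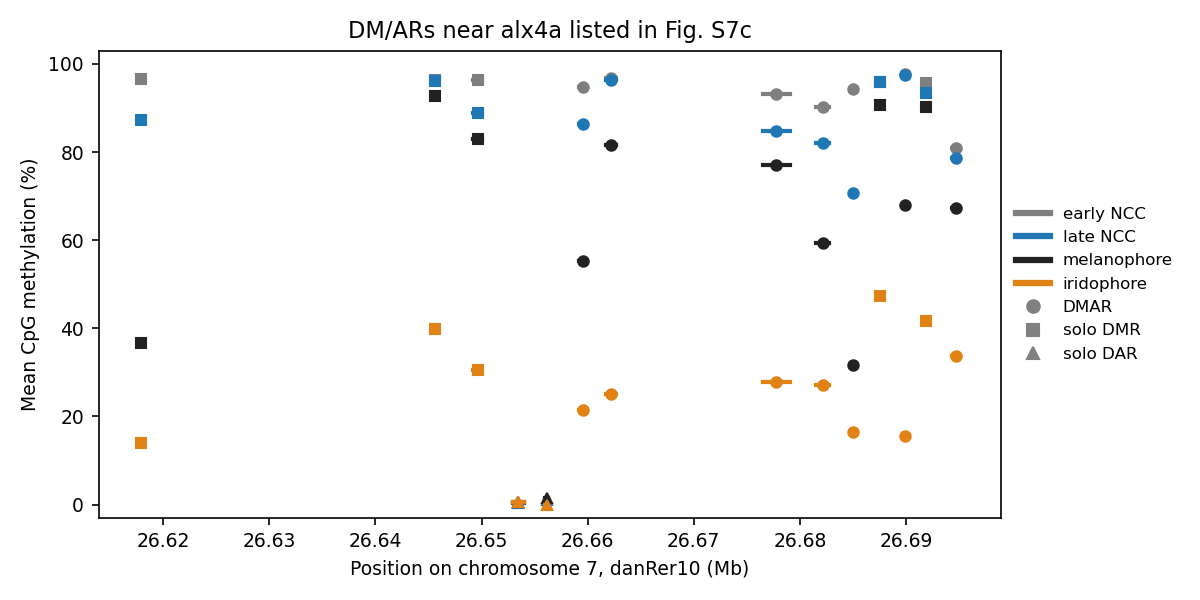
Mean CpG methylation in percent (vertical axis) of the 14 DM/ARs near *alx4a* by position on chromosome 7 in Mb (horizontal axis). Colours mark early NCCs, late NCCs, melanophores and iridophores, symbols mark DMARs, solo DMRs and solo DARs, and each bar spans the covered CpGs. Iridophores are lowest in each of the 12 DMARs and solo DMRs.

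From the number of DM/ARs around the promoter of *alx4a*, the paper proposes that the gene is epigenetically activated in iridophores and not in melanophores.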

By leveraging DM/ARs and motif presence near important iridophore TFs, we constructed a putative transcription factor network that drives iridophore cell fate (Additional file 1: Fig. S7d). Next, we focused on genes in the guanine synthesis pathway, which is crucial for iridophore physiology [27]. Numerous iridophore-specific DEGs (70.6%) responsible for guanine generation and transport have at least one DMAR with *alx* motif (Fig. 3f, Additional file 1: Fig. S8). Furthermore, we looked at DEGs in the top four GO enrichment categories that had DM/ARs within 50 kb of their promoters. In total, 76% of these DEGs have at least one DM/AR with an *alx* motif (Additional file 1: Fig. S8), suggesting the putative regulatory potential of *alx* TFs for iridophore’s reflective characteristic.

### alx4a TF is essential for iridophores

Recently, the knockdown of *gbx2* through morpholino experiments has been shown to diminish iridophore count in zebrafish larvae [24]. However, whether the *alx* TFs are necessary for iridophore cell fate is currently unknown. Therefore, we utilized CRISPR-Cas9 technology to generate stable *alx* knockout fish. In *alx1*^KO^, *alx3* ^KO^, and *alx4b* ^KO^ fish, however, iridophores develop normally with only some instances of pigment pattern defect in the caudal fin, suggesting that TFs from the same family might not be necessary for iridophore differentiation (Fig. 4a, Additional file 1: Fig. S9). We report that with the exception of eyes, *alx4a*^KO^ fish revealed complete ablation of iridophores, similar to *shady*, *rse*, and *tra* mutant fish [40, 41]. In 4 dpf *alx4a*^KO^ larvae, no iridophores are present suggesting that iridophores fail to differentiate when *alx4a* is absent (Fig. 4c). The presence of iridophores in the eye suggests that an alternative gene regulatory network is responsible for eye iridophore differentiation, analogous to the complimentary roles of *otx* and *mitfa* in melanophore differentiation in the eye and body, respectively [42].

**Fig. 4:**
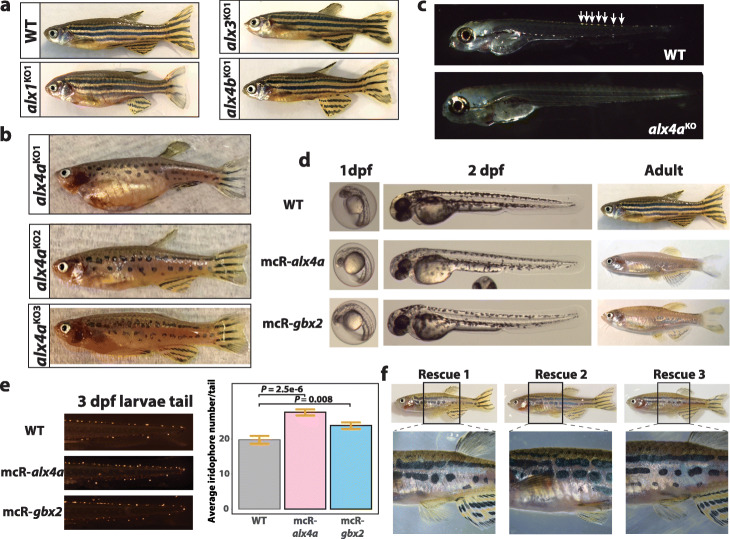
Functional validation of alx4a and gbx2 in iridophore development. **a** Lateral view of WT and alx1KO, alx3 KO, alx4b KO fish. **b** Lateral view of alx4a CRISPR-mediated knockout fish. **c** Iridophore detection in 4 dpf larvae of WT and alx4a knockout larvae. White arrows mark iridophores in WT larvae. **d** Lateral views of 1 dpf larvae, 2 dpf larvae, and adult fish comparing WT to Tg(miniCoopR-alx4a) and Tg(miniCoopR-gbx2) fish. **e** Representative pictures and quantification of iridophores from 3 dpf larvae tail trunks of WT (*n* = 21), Tg(miniCoopR-alx4a) (*n* = 20), and Tg(miniCoopR-gbx2) (*n* = 20). *P* values were calculated with two-tailed Welch’s *t*-test. Error bars represent ± SE. **f** Lateral whole-body view of iridophore rescue in three mosaic tg(miniCoopR-alx4a;alx4aKO) fish. Black box denotes the zoomed region in picture below

### alx4a biases towards iridophore fate

Since *alx4a* and *gbx2* are essential for proper iridophore development, we asked whether either TF was sufficient to push pigment cell fate towards iridophores. To ectopically express *alx4a* and *gbx2* in early pigment progenitor cells, we utilized the *mitfa* promoter in the miniCoopR transgenesis system [43, 44] (Additional file 1: Fig. S10a,b). We note that 2 dpf transgenic larvae show embryonic melanophores, but almost no melanophores at adult stage, reminiscent of *nacre* (*mitfa* mutant) fish [15] (Fig. 4d, Additional file 1: Fig. S10c). Furthermore, 3 dpf larvae of *Tg(miniCoopR-alx4a)* and *Tg(miniCoopR-gbx2)* fish have increased number of iridophores than that of wild-type (WT) larvae indicating that *alx4a* and *gbx2* are sufficient to bias pigment cell fate towards iridophores (Fig. 4e). Considering that adult melanophores are mostly derived from melanophore stem cells after 2 dpf [45, 46], *alx4a* and *gbx2* might have minimal impact on embryonic melanophore development, and instead repress melanophore differentiation or migration in the adult melanophore stem cells.

### alx4a re-expression rescues iridophores

To rule out the possibility of off-target effects from CRISPR editing contributing to the observed phenotype, we verified that the ablation of iridophores was a direct consequence of *alx4a* loss through targeted rescuing with miniCoopR system. We generated multiple transgenic fish carrying *miniCoopR-alx4a* cassette with *alx4a*^*KO*^ background (Additional file 1: Fig. S11a). Two unique *alx4a* mutant alleles displayed clonal iridophore rescue and reestablishment of proper lateral stripe formation [40, 41, 47], suggesting that re-expression of *alx4a* during late NCC stage was sufficient to reestablish proper iridophore differentiation (Fig. 4f, Additional file 1: Fig. S11c). Interestingly, very faint to no GFP expression was detected in the rescued iridophores while the xanthophores strongly expressed GFP (Additional file 1: Fig. S11d-e). The detection of GFP in xanthophores indicates that the ectopic expression of *alx4a* does not impact xanthophore differentiation. In iridophores, the *mitfa* promoter loses transcriptional activity, which implies that the constitutive expression of *alx4a* is not necessary for cell maintenance or identity. This result could suggest that *alx4a* acts as a pioneer transcription factor to modify the epigenetic landscape but is dispensable afterwards.

## Discussion

In this study, we provide one of the first insights into the epigenetic dynamics that shape neural crest differentiation into pigment cells in zebrafish. We found that cell differentiation in zebrafish is characterized by promiscuous loss of DNA methylation coupled with dynamic chromatin accessibility. We report that the epigenetic features of DEG promoters are often static and that the majority of dynamic epigenetic changes occur in the intergenic or intronic regions. This suggests that the gene regulatory networks that define pigment cell fate are mostly regulated by enhancer-like cis-regulatory elements rather than promoter dynamics.

Here, we also present the previously uncharacterized epigenetic dynamics that define iridophore development. By pairing the epigenetic landscape with transcriptomes, we provide a putative gene regulatory network, potentially regulated by aristaless homeobox transcription factors, that is important for iridophore physiology. Although *alx4a* has been shown to be preferentially expressed in iridophores [27, 39], no mechanistical explanation or experimental validations on *alx4a*'s impact on iridophore differentiation has been provided. More importantly, genes preferentially expressed in certain cell types does not equate to importance to cell fate decision. For example, *alx1*, *alx3*, and *alx4b* are highly expressed in iridophore, but genetic ablation of these transcription factors did not impact iridophore differentiation in this study. However, the loss and restoration of *alx4a* expression resulted in a deficiency and recovery of body iridophores in zebrafish highlighting the important information that epigenetic-based analysis can provide in the study of cell fate determination. By examining the dynamic epigenetic landscape, we reveal that many genes in the guanine synthesis pathway have nearby latent cis-regulatory elements that might be regulated by *alx4a*. However, we acknowledge that further work is needed to verify that *alx4a* directly binds to these putative enhancers to induce nearby gene expression. Lastly, ectopic expression of *alx4a* and *gbx2* in early pigment progenitor cells leads to melanophore loss in adult transgenic fish. What roles *alx4a* and *gbx2* play in melanophore development and patterning is another intriguing question ripe for future studies.

## Conclusions

In conclusion, our work demonstrates that comparative epigenomics is a powerful tool that produces diverse hypotheses to dissect regulatory mechanisms that drive cell fate decisions. In this study, we produced DNA methylome and chromatin accessibility maps across pigment cell development and identified that pigment cell fate decisions are largely driven by enhancer activation rather than promoter dynamics. Furthermore, by profiling the epigenome dynamics, we identified numerous transcription factor candidates and cis-regulatory elements that might compel melanophore or iridophore cell fate. In this study, we performed genetic manipulations of *alx4a* and *gbx2* candidates to verify that both are necessary and sufficient for iridophore cell fate. Although one caveat of this study is the lack of mechanistic evidence that transcription factors bind to these putative enhancers, we hope that this study will be a valuable resource and welcomed addition to the impressive growing collection of epigenetic profiles [48] for the zebrafish community.

## Methods

### Zebrafish maintenance and strains

All fish procedures for this study were carried out following strict guidelines outlined in protocol #20140195, #20160109, and #20190041 approved by Washington University Animal Use Committee. The zebrafish strains utilized in this study were maintained according to standard conditions defined previously [49]. Neural crest cells were collected from *Tg(crestinA:EGFP)* line, in which 1200 bp of *crestin* element (*crestinA*) was cloned upstream of EGFP and integrated into the genome via Tol2 transgenesis [50]. Differentiated melanophores and iridophores were collected from *mlpha*^*j120*^ strain [51], a *melanophilin* mutant strain that displays reduced dispersion of melanosomes in melanophores. We chose *mlpha* ^*j120*^ to circumvent residual EGFP expression in *Tg(crestin:EGFP)* lines that might interfere with FACS isolation of pigment cells. For CRISPR and miniCoopR experiments, we utilized AB* strain for its availability.

### Neural crest cell and pigment cell isolation

*Tg(crestinA:EGFP)* labels neural crest cells (NCCs) from the 14–15 somite stage (neural crest formation) to differentiation into pigment cells. For 15-somite (early) and prim-5 (24 hpf late) neural crest cell isolation, *Tg(crestinA:EGFP)* embryos at designated biological time points were dechorionated with 20 mg/mL Pronase (Millipore Sigma, 10165921001), rinsed with egg water to remove the chorion, and collected into 1.5-ml Eppendorf tubes on ice. Then, 15-somite embryos were dissociated into single cells with deyolking buffer (55 mM NaCl, 1.8 mM KCl, and 1.25 mM NaHCO_3_) and gentle pipetting. A total of 24 hpf embryos were single-cell dissociated by adding Gibco TrypLE Express enzyme solution (ThermoFisher Scientific, 12604021) and incubating at 37 °C for 10 min followed by pipetting. To remove the dissociation buffer, single-cell dissociated samples were pelleted by centrifugation at 300*g* for 8 min at 4°C and the supernatant was discarded. The cell pellet was resuspended in 1× PBS + 2% FBS solution and filtered through 100-μm CellTrics filters (Sysmex-Partec, 04-004-2328). Samples were pelleted, resuspended, and kept on ice for subsequent FACS process. Then, 7-AAD dye (ThermoFisher Scientific, A1310) was added to sample 10 min prior to flow cytometry to label dead cells. Neural crest GFP-positive cells were sorted and collected on a Beckman Coulter MoFlo using a 70-μm nozzle.

For melanophore and iridophore isolation, we adapted a previously published protocol [27] developed by the Johnson lab. In brief, 4-5 dpf *mlpha*^*j120*^ larvae were anesthetized with Tricane for 15 min and collected into 50-ml conical tubes on ice. After removing the egg water, the larvae were digested with Gibco TrypLE Express enzyme solution in 37 °C shaking incubator (200 rpm) for 30 min. The larvae solution was filtered with a 120-μm filter to collect the dissociated cells. Melanophores and iridophores were isolated via Percoll (Millipore Sigma, P1644) density centrifugation. The purified pigment cell solution was further processed on a Beckman Coulter MoFlo (100 μm nozzle) to separate the melanophores and iridophores as detailed previously [27].

### Epigenome and transcriptome sequencing library construction

Genomic DNA (gDNA) for whole-genome bisulfite sequencing (WGBS) was purified from NCCs and pigment cells via phenol-chloroform:isoamyl alcohol (PCI) extraction and ethanol precipitation method. Then, 500 ng of gDNA was bisulfite treated using EZ DNA Methylation-Direct kit (Zymo, D5020) and processed with TruSeq DNA Methylation Kit (Illumina, 15066014) to generate Illumina-compatible WGBS libraries.

Chromatin accessibility maps were generated from 15,000–50,000 NCC and pigment cells by following a previously published ATAC-seq method [52].

We isolated total RNA via TRIzol Reagent (Thermo Fisher Scientific, 15596026) following the manufacturer’s recommendation. Then the total RNA was treated with TURBO DNase (Thermo Fisher Scientific, AM2238) to remove any residual DNA contamination. mRNA-seq libraries were then constructed with TruSeq RNA Library Prep Kit v2 (Illumina, RS-122-2001) following the manufacturer’s instructions. All libraries were sequenced on the Illumina NextSeq 500 platform (75 bp paired-end reads).

### Identification of DMRs

Paired-end reads from WGBS libraries were trimmed for adapter sequences with Cutadapt [53] and mapped to the danRer10 reference genome using Bismark [54] aligner with the following options: “-N 1 -L 28 –score_min L,0,-0.6.” Redundant aligned reads were identified and removed using Picard [55] MarkDuplicates command (http://broadinstitute.github.io/picard/). The bismark_methylation_extractor command from Bismark and a custom script were used to calculate DNA methylation levels for each CpG. Bisulfite conversion efficiency ranged from 98.5 to 98.9% (Additional file 2: Table S1).

To identify DMRs, biological replicates were combined to improve coverage of CpGs and then processed using the DSS tool [56] with standard parameters plus “smoothing = TRUE, delta = 0.30 (at least 30% methylation difference), and p.threshold = 0.01.” A DNA methylation Pearson correlation plot was generated using the “corrplot” package in R while other figures were generated using custom R scripts.

### Identification of DEGs and gene ontology enrichments

mRNA-seq libraries were adapter-trimmed and aligned to the danRer10 using STAR [57]. Gene transcript abundance (TPM) was calculated with StringTie [58] using Danio_rerio.GRCz10.85.gtf as a reference. We additionally processed aligned reads with HTSeq [59] to generate a gene count matrix, which was subsequently processed using DESeq2 [60] to identify differentially expressed genes. More specifically in DESeq2, we identified significantly differentially expressed genes by filtering for only genes with counts > 1, fold change > 2 and adjusted *p* value < 0.01. The DEG expression plot was generated using the Maplot function in DESeq2. Hierarchical clustering based on RNA expression was generated with the “pheatmap” package [61] in R.

To identify which gene ontologies are enriched in DEGs across NCCs and pigment cells, we further filtered the DEGs identified by DESeq2 for genes with TPM > 5 to remove lowly expressed genes. The list of DEGs was processed by Metascape [62] for GO term enrichment (*q* values for each GO term are presented in figures).

Since no comprehensive zebrafish transcription factor (TF) list was available at the time of analysis, we manually curated a zebrafish TF list with AnimalTFDB 2.0 [63]. Human TFs were converted into zebrafish orthologs using OrthoRetriever (http://lighthouse.ucsf.edu/orthoretriever/). Human TFs with no zebrafish orthologs detected by OrthoRetreiver were manually converted through literature search. Differentially expressed TF heatmaps were visualized using “ComplexHeatmap” package [64] in R.

### Identification of ATAC peaks and DARs

ATAC-seq reads were trimmed for adapter sequences and aligned to the danRer10 genome using bwa (bwa mem) [65]. Duplicate reads were removed with Picard MarkDuplicates. Then the libraries were downsampled to 35 million aligned reads to minimize artifacts introduced by library size difference for peak calling analysis. Since the ends of the reads represent Tn5 insertion locations, we processed the aligned reads by offsetting + strand reads by + 4 bp and – strand reads by − 5 bp. The offset position for each read was used as input for calling peaks with MACS2 [66] using the following parameters: “-g 1.4e9 -B –SPMR –keep-dup all –nomodel -s 75 –extsize 73 –shift -37 -p 0.01”. With narrowPeak output from MACS2, we utilized irreproducible discover rate (IDR) framework [67] to generate a consensus peak file from each biological time point. To identify differentially accessible regions, we processed ATAC peaks with DiffBind [68] with a stringent cutoff of FDR < 0.001.

To characterize super-accessible regions, we adapted the data analysis method for superenhancer detection [33]. Iridophore-specific opening DAR peaks within 12.5 kb were merged together using the BEDTools [69] merge command, and the cutting frequencies (tagmentation events marked by start and end of paired reads) were calculated for each peak. Then the peaks were then ordered from least to most tagmentation events to identify the cutoff for super-accessible region detection (Additional file 1: Fig. S2e). The closest gene promoters to these super-accessible regions were identified using BEDTools closest command.

### Identification and characterization of DMARs

Differentially methylated and/or accessible regions were classified by identifying overlapping DMRs and DARs with the BEDTools [69] intersect command (Additional file 2: Table S2). DMARs were annotated for their genomic location using HOMER [70] annotatePeaks.pl. Furthermore, we performed BEDTools intersect to detect DMARs located within 50 kb of DEG promoters. We calculated average phastCons and phyloP conservation scores by liftOver of danRer7 phastCons vertebrate 8-way [34] and phyloP vertebrate 8-way [35] scores to danRer10 [71]. Shuffled genomic regions were generated by using BEDTools shuffle on melanophore-specific DARs or iridophore-specific DARs.

For gene ontology enrichment analysis on DMRs, DARs, and DMARs, we identified the closest differentially expressed gene promoter to these epigenetically dynamic regions using the BEDTools closest command. For example, for shared hypoDMRs, we identified melanophore-specific closest DEG promoters and also performed separate identification for iridophore-specific closest DEG promoters for downstream gene ontology enrichment analysis. We analyzed this list of genes with Metascape [62] for GO term enrichment (*q* values for each term are presented in figures).

All DMRs, DARs, and DMARs were processed with AME [72] from MEME suite using JASPAR_CORE_vertebrates_non-redundant_PFMs [73] to discover which known motifs are enriched in these epigenetically dynamic regions. Motif footprint signatures in DMARs were generated by CENTIPEDE [74]. For each DM/AR, we used FIMO [75] to scan and detect the presence of particular motifs. Line graphs and heatmaps representing DNA methylation levels and chromatin accessibility across DM/ARs were generated by deepTools [76].

### Generation of putative iridophore-specific transcription factor network

Using motif enrichment results from iridophore-specific DMRs, DARs, and DMARs, we curated a list of previously known transcription factors related to iridophore development (*sox10* [10], *foxd3* [9, 22], *tfec* [23], and *gbx2* [24]*).* In murine model, *Ets1* has been shown to be essential for *Sox10* expression for proper melanocyte development [77]. Since *ets-1* was found to be enriched in iridophore DMARs, we decided to incorporate *ets-1* and *alx* TF candidates into the putative transcription factor network. Using transcriptomic data, we ordered the TFs based on the presence and abundance of TF expression across NCC differentiation into iridophores. Then we queried all DM/ARs within 50 kb of TF promoters for presence of various TF motifs using FIMO and created putative TF-TF connections to create the network.

### CRISPR-mediated knockout of *alx* transcription factors in zebrafish

To design gRNA sequences, we took advantage of CRISPOR [78] and CRISPRscan [79] algorithms to maximize specificity (CRISPOR) and efficacy (CRISPRscan). For each gRNA, a primer was ordered with the chosen gRNA sequence preceded by “5‘-aattaatacgactcactata-3‘” and followed by “5‘-gttttagagctagaaatagc-3‘.” Each gRNA primer was then annealed to the universal primer scaffold, “5‘-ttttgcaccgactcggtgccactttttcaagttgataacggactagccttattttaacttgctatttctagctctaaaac-3‘”. The sgRNAs were then transcribed in vitro using T7 RNA polymerase from the HiScribe™ T7 Quick High Yield RNA Synthesis Kit (New England Biolabs, E2050S). Cas9 mRNA was generated via in vitro RNA transcription of the pCS2-nls-zCas9-nls plasmid (Addgene, 47929) with mMessage mMachine SP6 Transcription Kit (Thermo Fisher Scientific, AM1340).

For each target gene, a 5-μl injection cocktail was made with 2 μg of zCas9 mRNA, 0.5 μl of 1% or 0.5% phenol red dye, 400 ng of each of the two sgRNAs targeting a gene of interest. 0.5 nL of the CRISPR cocktail was injected directly into the cell of single-cell embryo (AB*). To identify founders with indels in target genes, we pairwise crossed CRISPR-injected adult fish and collected embryos to PCR amplify target gene locus and performed a T7 endonuclease I (NEB, M0302S) assay on the amplified region. All homozygous indels were verified via Sanger sequencing.

### Ectopic expression of *alx4a* and *gbx2* with miniCoopR vector in wild-type AB* and *alx4a* mutant fish

To ectopically express transcription factors in pigment progenitor cells, we exploited the miniCoopR system [44, 80]. We generated *alx4a* and *gbx2* CDS fragments from PCR amplifying cDNA from reverse transcribed mRNA extracted from 24 hpf AB* (WT) embryos. Since early pigment progenitor cells express *mitfa*, we cloned in candidate CDS in lieu of *mitfa* minigene via Gibson Assembly. We injected approximately 1 nl of 100 ng/μl miniCoopR vector and 15 ng/μl Tol2 capped transposase mRNA cocktail into the yolk of single-cell embryos. All GFP+ F0 embryos were raised to adulthood and screened for founders. Founders from AB* transgenic fish were crossed to generate F1 transgenic fish. Adult F1 miniCoopR transgenic fish were screened for pigment phenotype and bred to generate 3 dpf larvae for iridophore quantification in tail trunks. For the rescue experiment, GFP-positive F0 adults were screened for iridophore recovery. GFP, RFP, and white light pictures were taken using a Nikon SMZ18 fluorescent microscope with NIS-Elements AR (4.30.02) software.

## Supplementary Information

**Additional file 1: **Supplemental Table Legends and **Figures S1-S11**

**Additional file 2: Table S1-S8**

**Additional file 3:.** Review history

## Data Availability

All sequencing data presented in this paper has been deposited and publicly available through Gene Expression Omnibus (GEO) repository: GSE181287 [81]. The code used for the analysis in this study is available on Zenodo (10.5281/zenodo.5496254) [82] and Github (https://github.com/joshhjang/zebrafish_pigment_cell_dev) [83] under the MIT license.

# Supplementary material for: Epigenetic dynamics shaping melanophore and iridophore cell fate in zebrafish
**Source:** Genome Biol. 2021 Oct 4;22:282. doi: 10.1186/s13059-021-02493-x
**Supplement:** Supplementary file 1 — Additional file 1: Supplemental Table Legends and Figures S1-S11

**Supplemental Tables:**

**Table S1: WGBS alignment conversion and CpG coverage metrics.** Table presenting the number of non-redundant uniquely mappable reads for each WGBS library. The lambda conversion rate and average CpG coverage is also presented.

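In this table each WGBS library is listed with its reads after duplicates were removed. Summed over the 2 replicates, the table gives 218680759 such reads for early NCCs, 272846089 for late NCCs, 321928754 for melanophores and 228941287 for iridophores, which are the paper's values. The number of reads over CpGs in the files, divided by this total, was 2.38 for early NCCs, 2.50 for late NCCs, 2.47 for melanophores and 2.47 for iridophores. The conversion rate comes from lambda DNA, an unmethylated control in which a converted cytosine should always read as unmethylated. The paper's rates were 98.5% and 98.8% for the replicates of early NCCs, 98.9% and 98.8% for late NCCs, 98.7% and 98.8% for melanophores, and 98.9% and 98.8% for iridophores. The average CpG coverage in the table, summed over replicates, was 23.4 for early NCCs, 17 for late NCCs, 19.2 for melanophores and 14.2 for iridophores. The mean coverage of the file was 1.03 times this sum for early NCCs, 1.78 times for late NCCs, 1.83 times for melanophores and 1.78 times for iridophores.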

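For each region, the list of DMRs, DARs and DMARs gives the average methylation and coverage in each cell type and codes the direction of each change. Levels recomputed from the files matched those of the table within 0.001 percentage points in all 1967 regions at hand that have a covered CpG in late NCCs, all 1976 in melanophores and all 1973 in iridophores. In early NCCs 118 of 1963 regions (6.01%) matched at this tolerance, with a median absolute difference of 0.892 points and a Pearson's r of 0.988 across regions. The mean coverage of these regions in early NCCs was 29.0 in the file and 32.3 in the table. The regions that the table marks as hypoDMRs from late NCCs numbered 558 for melanophores and 535 for iridophores. From the files, 535 of the former and 523 of the latter fell by at least 30 points, with median changes of -50.9 and -54.2 points. Of the 14 regions marked as hypoDMRs from early to late NCCs, 12 fell by at least 30 points in the files and 14 in the table's own levels.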

**Table S2: DMR, DAR, DMAR location and annotation list.** Table presenting the detailed annotations (DMR, average methylation, DAR, IDR peak detection, CpG count, average CpG coverage and density) of all DMARs presented in this study.

**Table S3: TF motif enrichment in shared hypoDMR, openingDAR, and hypo-openingDMAR.** Table presenting the TFs that are differentially expressed and have motifs enriched in shared hypoDMR, openingDAR, and hypo-openingDMAR**.**

**Table S4: TF motif enrichment in shared closingDARs.** Table presenting the TFs that are differentially expressed and have motifs enriched in shared closingDARs**.**

**Table S5: TF motif enrichment in melanophore-biased closingDARs.** Table presenting the TFs that are differentially expressed and have motifs enriched in melanophore-biased closingDARs**.**

**Table S6: TF motif enrichment in iridophore-biased closingDARs.** Table presenting the TFs that are differentially expressed and have motifs enriched in iridophore-biased closingDARs**.**

**Table S7: Motif presence in DM/ARs within 50kb of iridophore DEGs.** Table presenting the number of motif occurrences in DM/ARs within 50kb of iridophore DEGs from top iridophore-enriched GO terms.

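Table S7 lists the positions of DM/ARs near genes together with counts of motif occurrences, which a scan for transcription factor motifs gives. In the part at hand, 48 regions near 20 genes stand under the heading of small molecule biosynthesis, and 46 of them have a covered CpG in late NCCs, melanophores and iridophores. As DM/ARs they were chosen by the paper partly for their change in methylation. Their median methylation was 93.6% in early NCCs, 90.2% in late NCCs, 50.3% in melanophores and 24.3% in iridophores. In iridophores 43 regions were below late NCCs and 32 fell by at least 30 percentage points. In melanophores 40 were below late NCCs and 19 fell by at least 30 points. In Fisher's exact tests adjusted over this list, 37 regions were lower in iridophores and 34 in melanophores. The table counts an ALX motif in 16 of the regions. The 15 of these with covered CpGs had medians of 90.3% in late NCCs, 55.7% in melanophores and 24.6% in iridophores. All 15 were below late NCCs in iridophores and all 15 in melanophores, 14 and 13 of them by the same test. Iridophores were below melanophores in 13. At *mthfd1l*, 10 CpGs between 26598177 and 26598602 on chromosome 20 went from 95.8% in late NCCs to 76.8% in melanophores and 12.7% in iridophores. At *adka*, 20 CpGs between 25065749 and 25066931 on chromosome 13 went from 94.2% in late NCCs to 76.9% in melanophores and 15.8% in iridophores. At *hprt1l*, 22 CpGs between 36509893 and 36510797 on chromosome 25, a region with an ALX motif, went from 92.0% to 72.6% and 17.8%. The loss was not limited to iridophores in every region, since a region at *asl* on chromosome 21 had 90.3% in late NCCs and 49.9% in melanophores on 7 CpGs each, and 73.9% in iridophores on 6 CpGs. At *dera* the regions were below 10% methylation in each library, and at the one with 10 CpGs on chromosome 4 the change in iridophores was 1.23 points by the mean over CpGs and -0.24 points by the share of methylated reads.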

**Table S8: Primer sequences.** Primer sequences used to generate CRISPR gRNAs and miniCoopR vectors.

**Supplemental Table 8: Primer sequences.** Primer sequences used to generate CRISPR gRNAs and miniCoopR vectors.

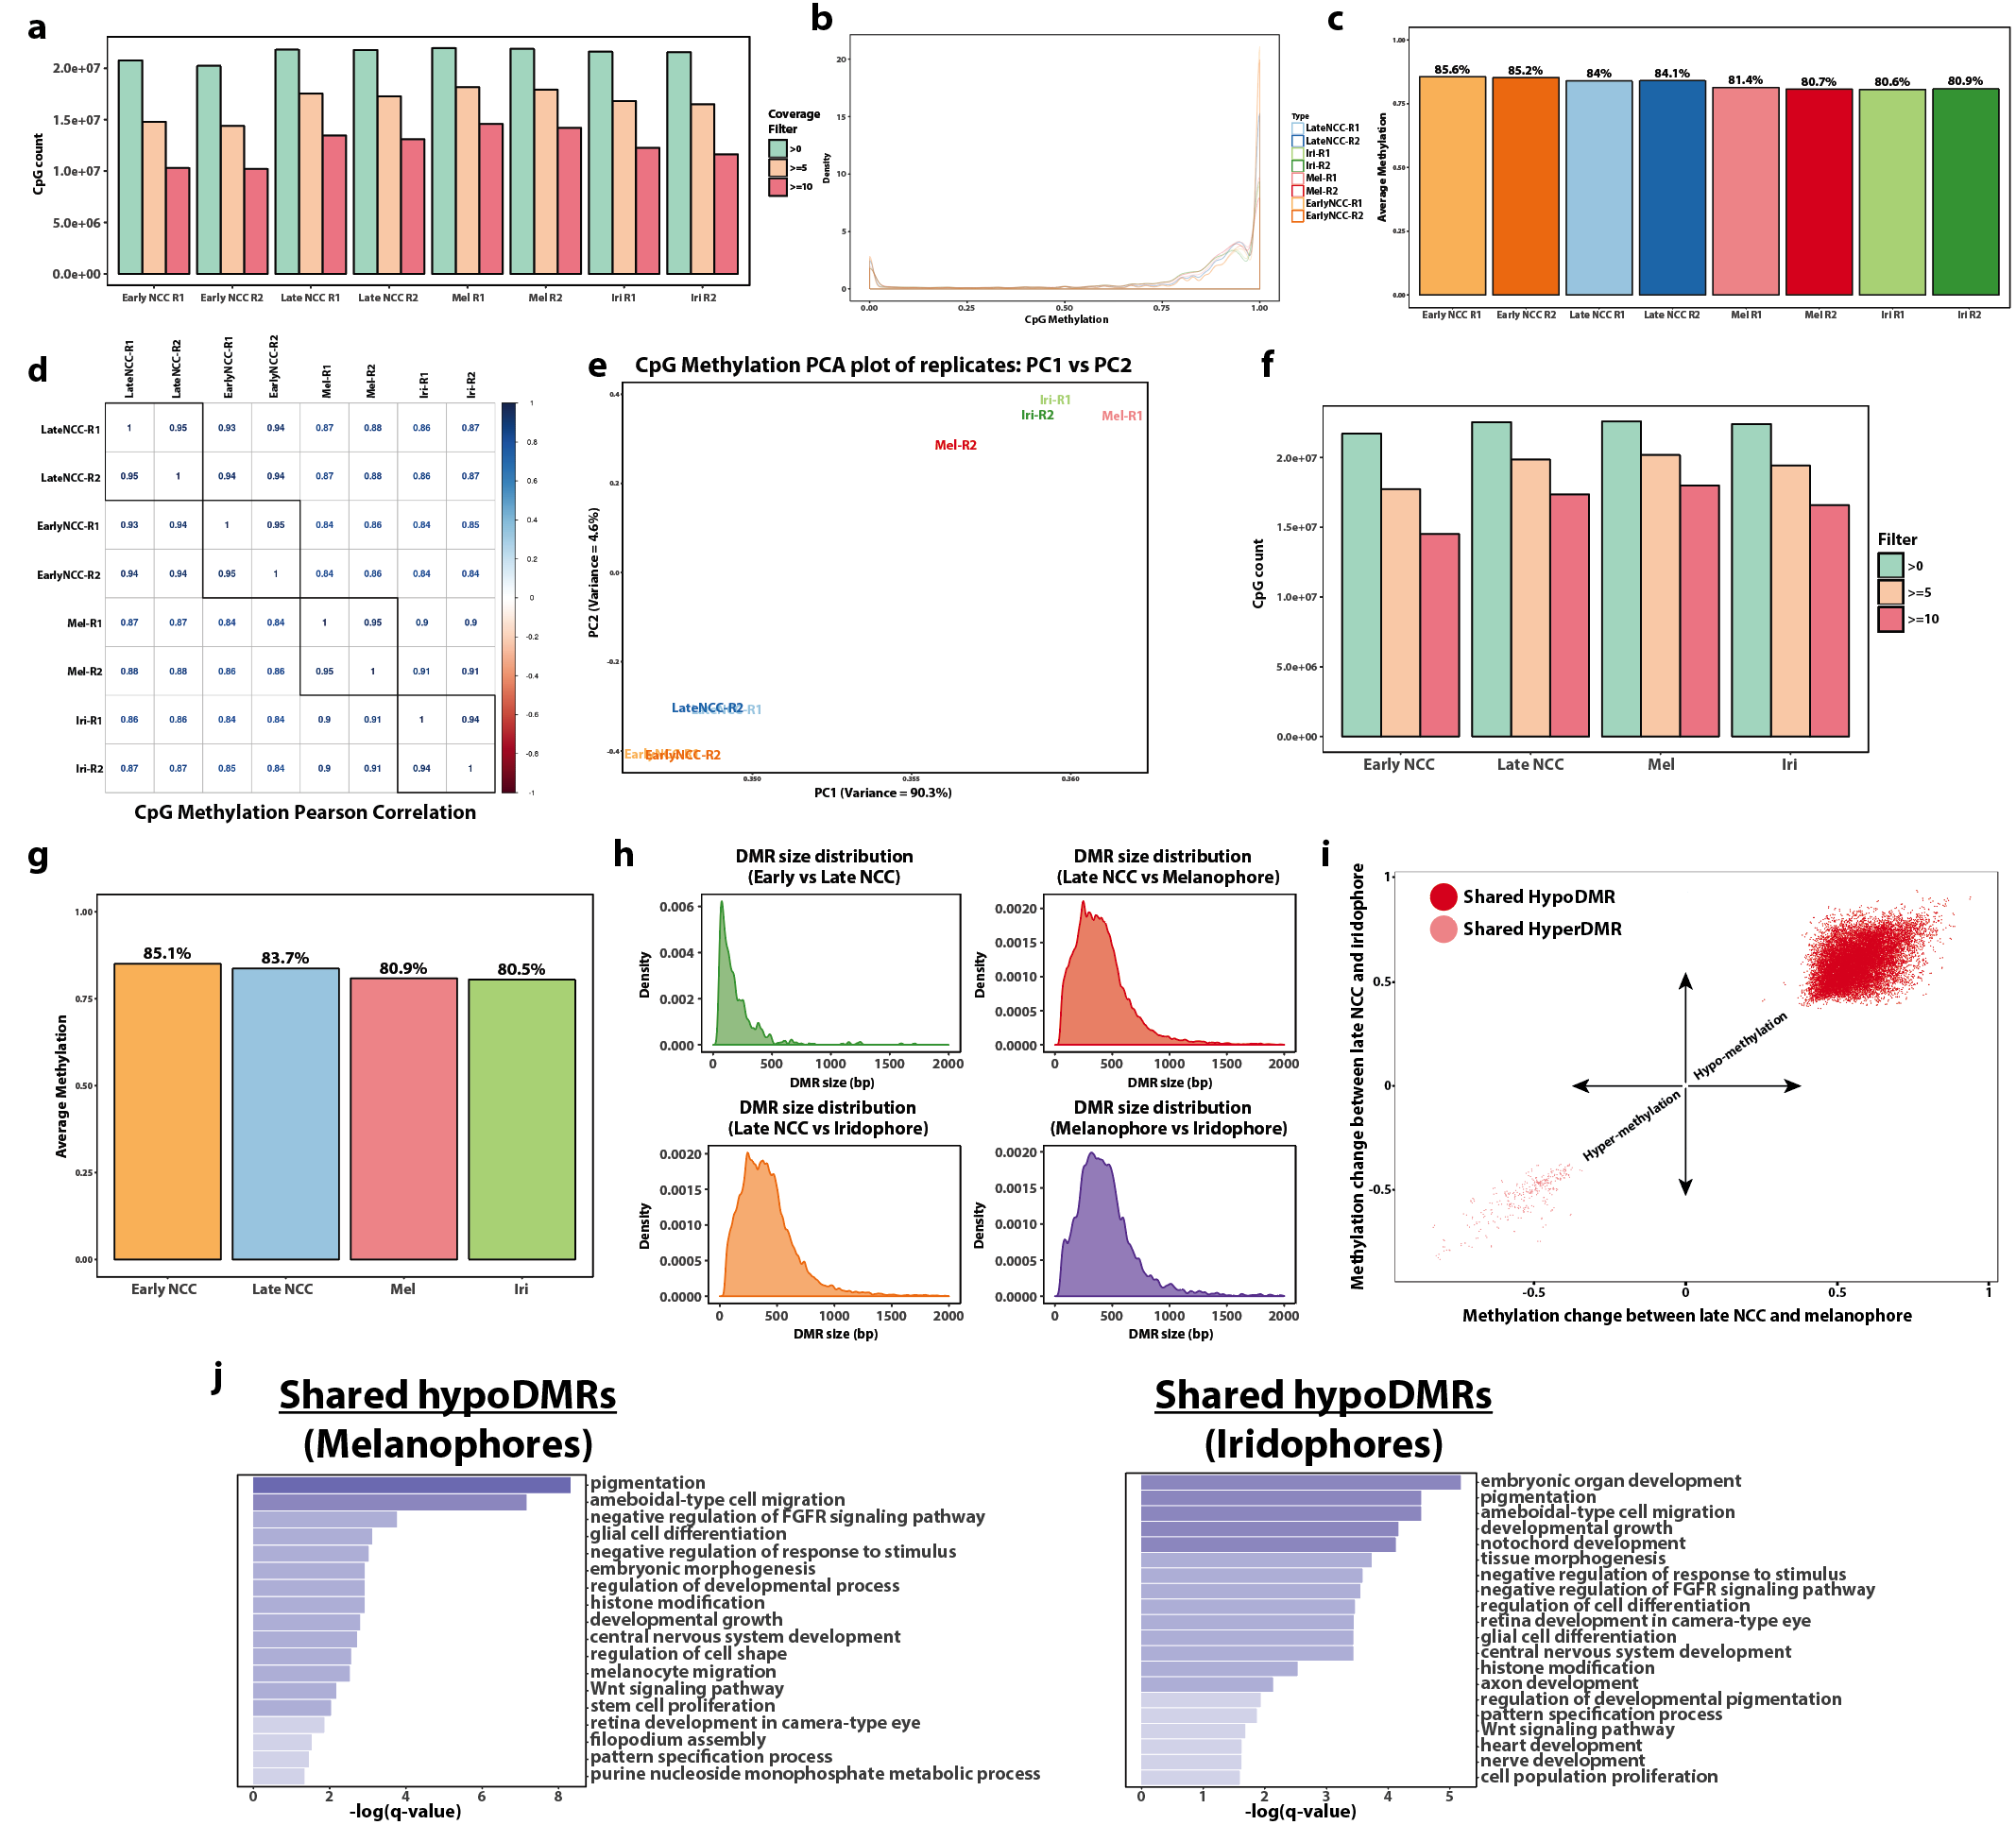
 **Fig S1: WGBS metrics and DNA methylation landscape from NCC and pigment cells.** **a,** Bar graph illustrating the number of CpGs captured at certain coverage cutoff for each biological replicate. **b,** Distribution of CpG methylation of each biological replicate. **c,** Average global methylation levels for each biological replicate. **d,** Pearson correlation of CpG methylation across biological replicates. **e,** Principal component analysis on CpG methylation of biological sample. PC1 and PC2 variance is presented. **f,** Bar graph illustrating the number of CpGs captured at certain coverage cutoff for combined biological replicate. **g,** Average global methylation levels for combined biological replicate. **h,** Distribution of DMR sizes for each pairwise comparison **i,** Scatter plot comparing methylation changes from shared DMRs between late NCC-melanophore and late NCC-iridophore. **j,** Gene ontology enrichment of DEGs closest (within 50kb) to shared hypoDMRs from late NCC to pigment cell comparisons.

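In the combined libraries, 21723492 CpGs had at least 1 read in early NCCs, 22523431 in late NCCs, 22581880 in melanophores and 22386432 in iridophores. At least 5 reads were found at 17605748 CpGs in early NCCs, 19854819 in late NCCs, 20182841 in melanophores and 19424688 in iridophores. With at least 10 reads, the numbers were 14251109, 17349552, 17989427 and 16584139 in the same order. The DMRs called from these libraries had a median length of 242 bp for late NCC to melanophore hypoDMRs, with the middle 50% between 151 and 358 bp and a median of 8 CpGs. For late NCC to iridophore hypoDMRs the median was 260 bp, with the middle 50% between 166 and 388 bp. The regions less methylated in iridophores than in melanophores had a median length of 220 bp, and those more methylated had 185 bp, with a median of 7 CpGs in both. The 20 early to late NCC hypoDMRs had a median length of 229 bp. In the late NCC to pigment cell comparisons, the few hyperDMRs had median lengths of 329 bp in melanophores and 243 bp in iridophores.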

**
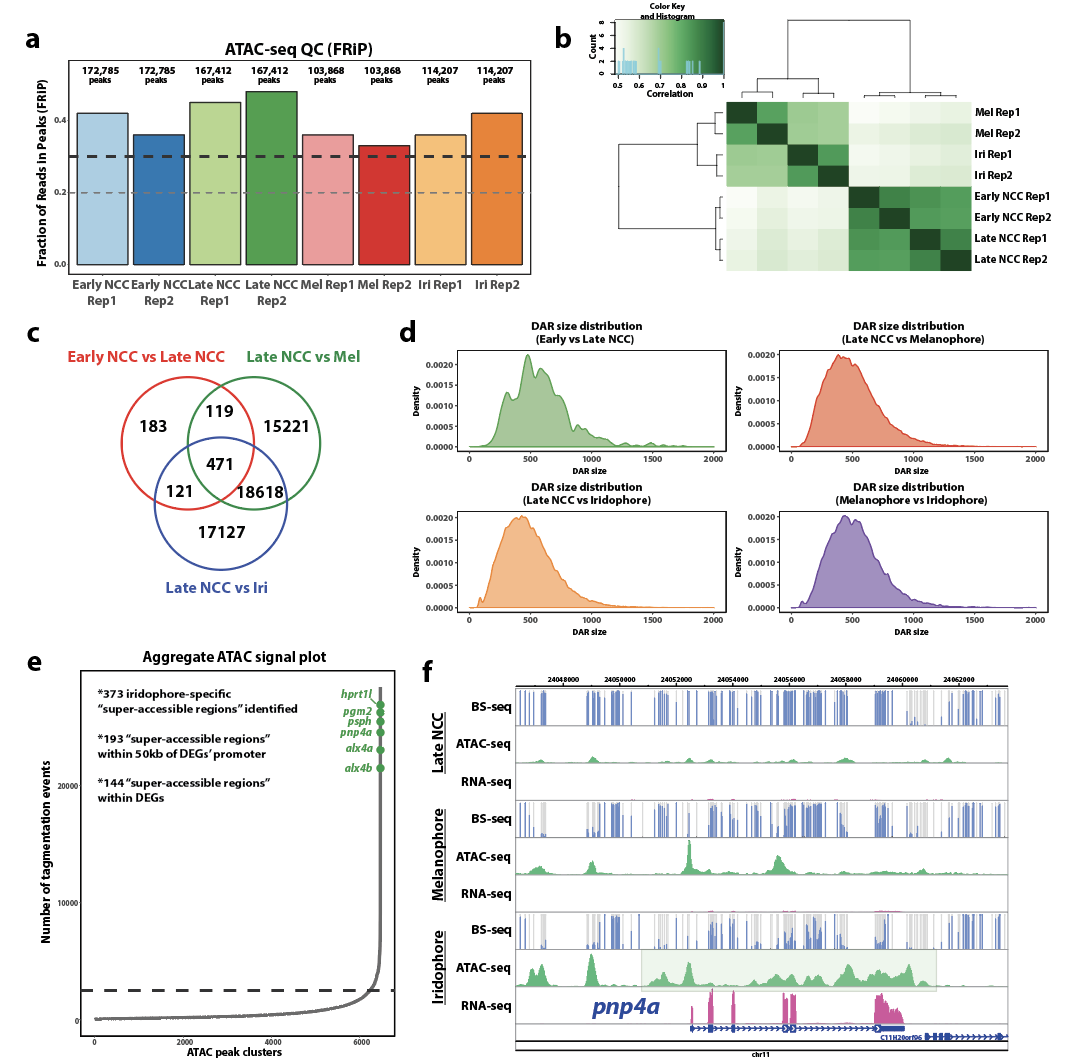
 Fig S2: Chromatin accessibility landscape in NCC and pigment cells.** **a,** Bar plot illustrating fraction of reads in peaks (FRiP) for each biological sample. ENCODE standard for passable and high quality is marked by grey and black dashed lines, respectively. **b,** Correlation heatmap of ATAC-seq peaks across biological replicates. **c,** Venn diagram of overlapping DARs for each comparison. **d,** Distribution of DAR sizes for each comparison. **e,** Tagmentation frequency aggregate plot to identify most accessible peaks in iridophores. Green dots represent top iridophore-specific DEGs that have super-accessible regions within 50kb of promoter. **f,** WashU Epigenome browser view of *pnp4a* gene. Example of super-accessible region is highlighted by the green box in iridophore ATAC-seq track.

**
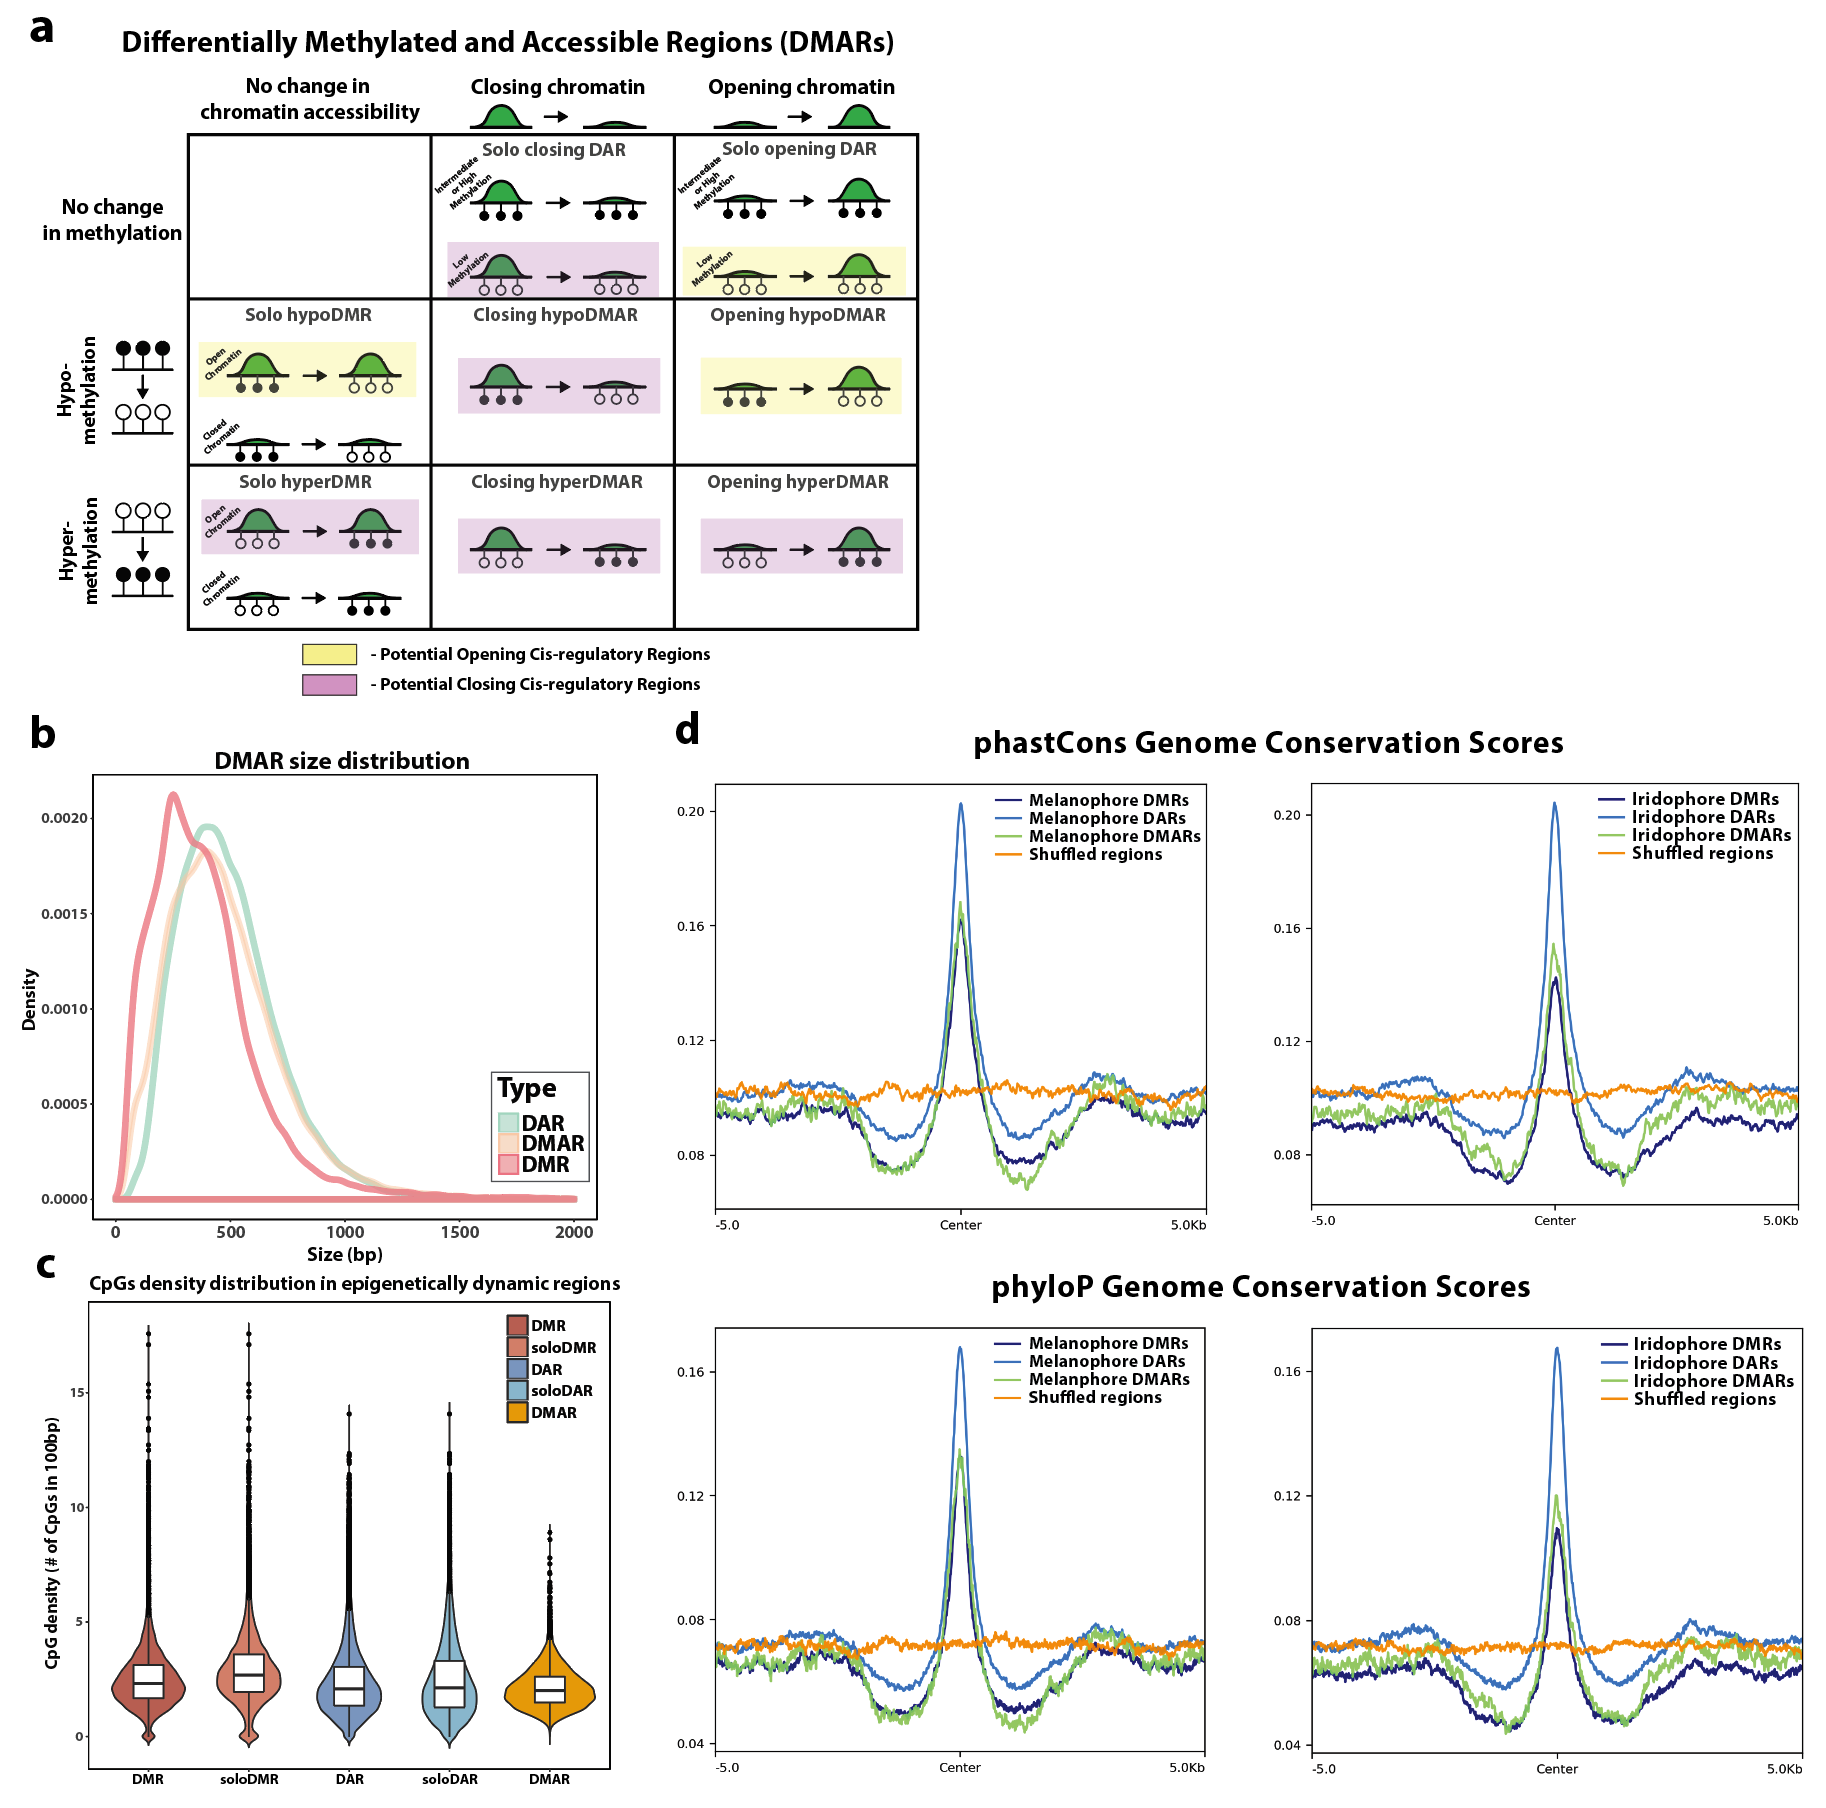
**

**Fig S3: DMAR characteristics.** **a,** Schematic describing various combinations of methylation and chromatin accessibility states of a genomic region. **b,** Distribution of DMR, DAR, and DMAR sizes. **c,** Violin and box plot of CpG density in various epigenetically dynamic regions. **d,** Average vertebrate phastCons and phyloP scores of melanophore-specific or iridophore-specific DMRs, DARs, DMARs, and sequence-shuffled regions and their flanking 5 kb regions are plotted.

**
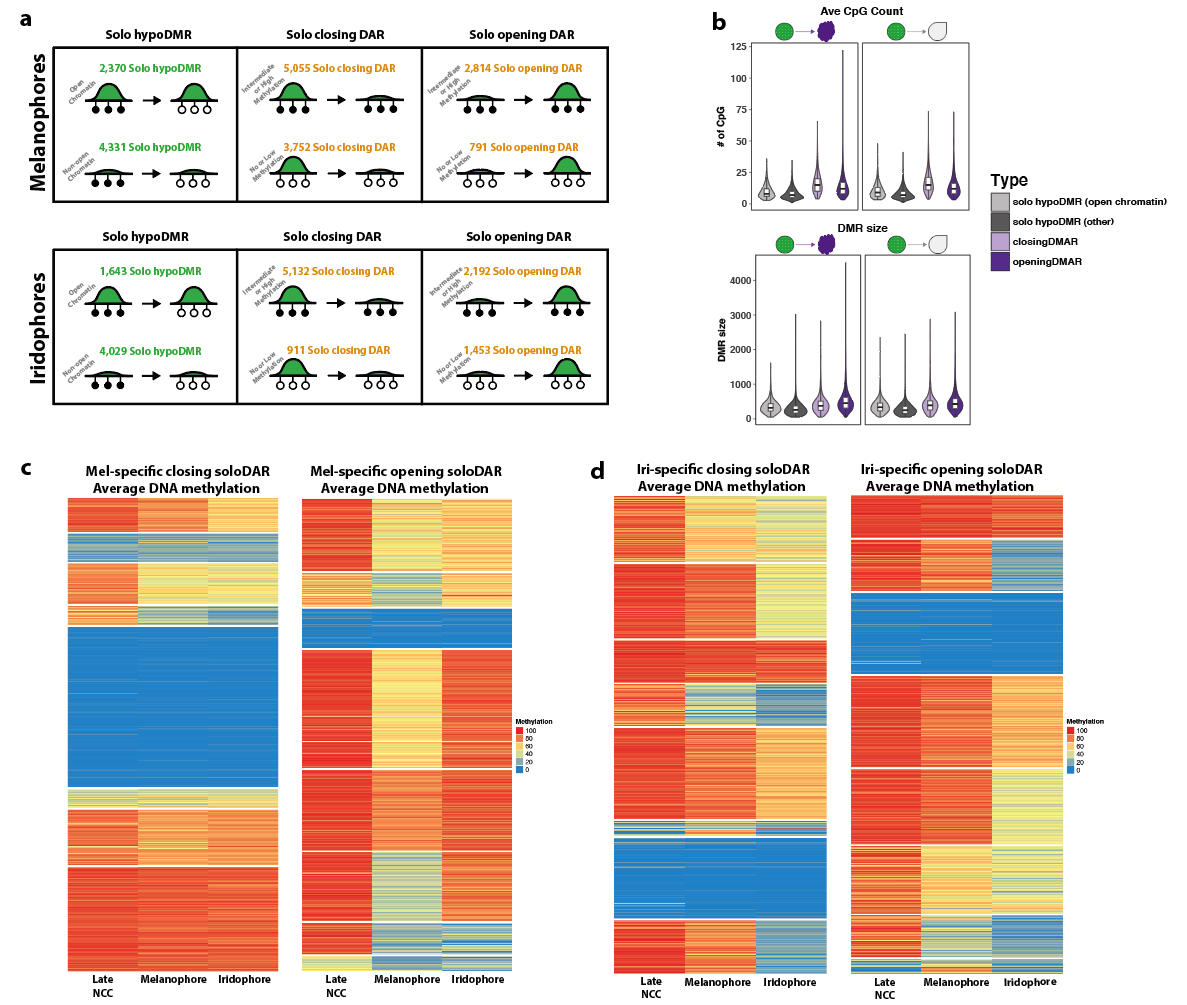
**

**Fig S4: Detailed characterization of solo DMRs and solo DARs**. **a,** Schematic and quantification of pre-existing epigenetic states in solo hypoDMRs, solo closingDARs, and solo openingDARs in melanophores and iridophores. In solo hypoDMRs, open chromatin is specified if ATAC peak is detected after IDR filter. For dynamic DARs, no or low DNA methylation demarcates 0-30% methylation while intermediate or high methylation represents > 30% DNA methylation levels. **b,** Violin plot illustrating the distribution of CpG count and DMR/DMAR size of solo hypoDMRs and DMARs. **c-d,** Heatmap illustrating methylation levels of melanophore-specific solo DARs (**c**) and iridophore-specific solo DARs (**d**) in late NCC, melanophores and iridophores. Eight clusters of methylation patterns generated by k-means clustering are presented.

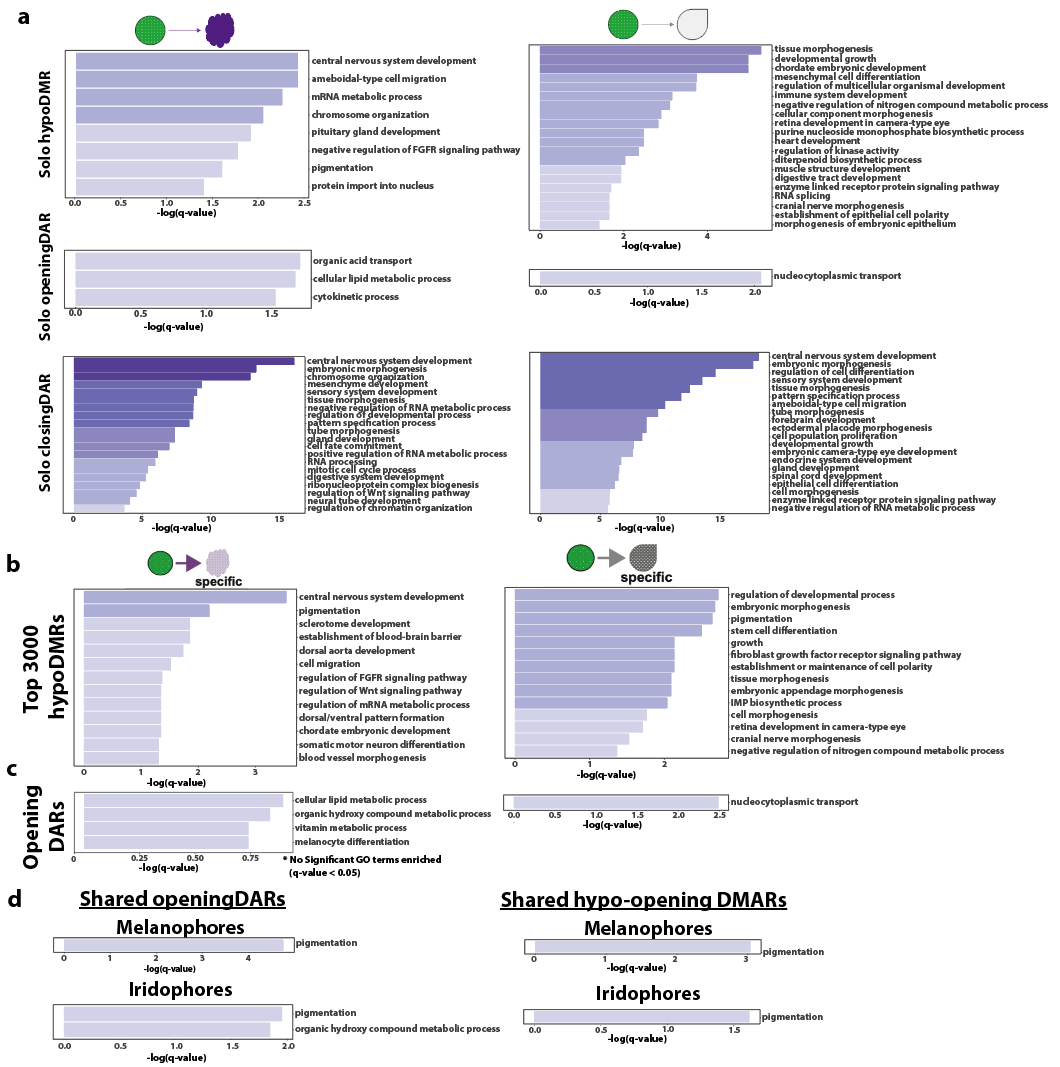

**Fig S5: Gene ontology enrichment analysis of epigenetically dynamic regions. a,** Gene ontology enrichment of DEGs closest (within 50kb) to solo hypoDMRs, solo openingDARs, and solo closingDARs from late NCC to pigment cell type comparison. **b-c,** Gene ontology enrichment of DEGs closest (within 50kb) to pigment cell-specific top 3000 hypoDMRs (**b**) and opening DARs (**c**). **d,** Gene ontology enrichment of DEGs closest (within 50kb) to shared opening DARs and hypo-opening DMARs between melanophores and iridophores.

**
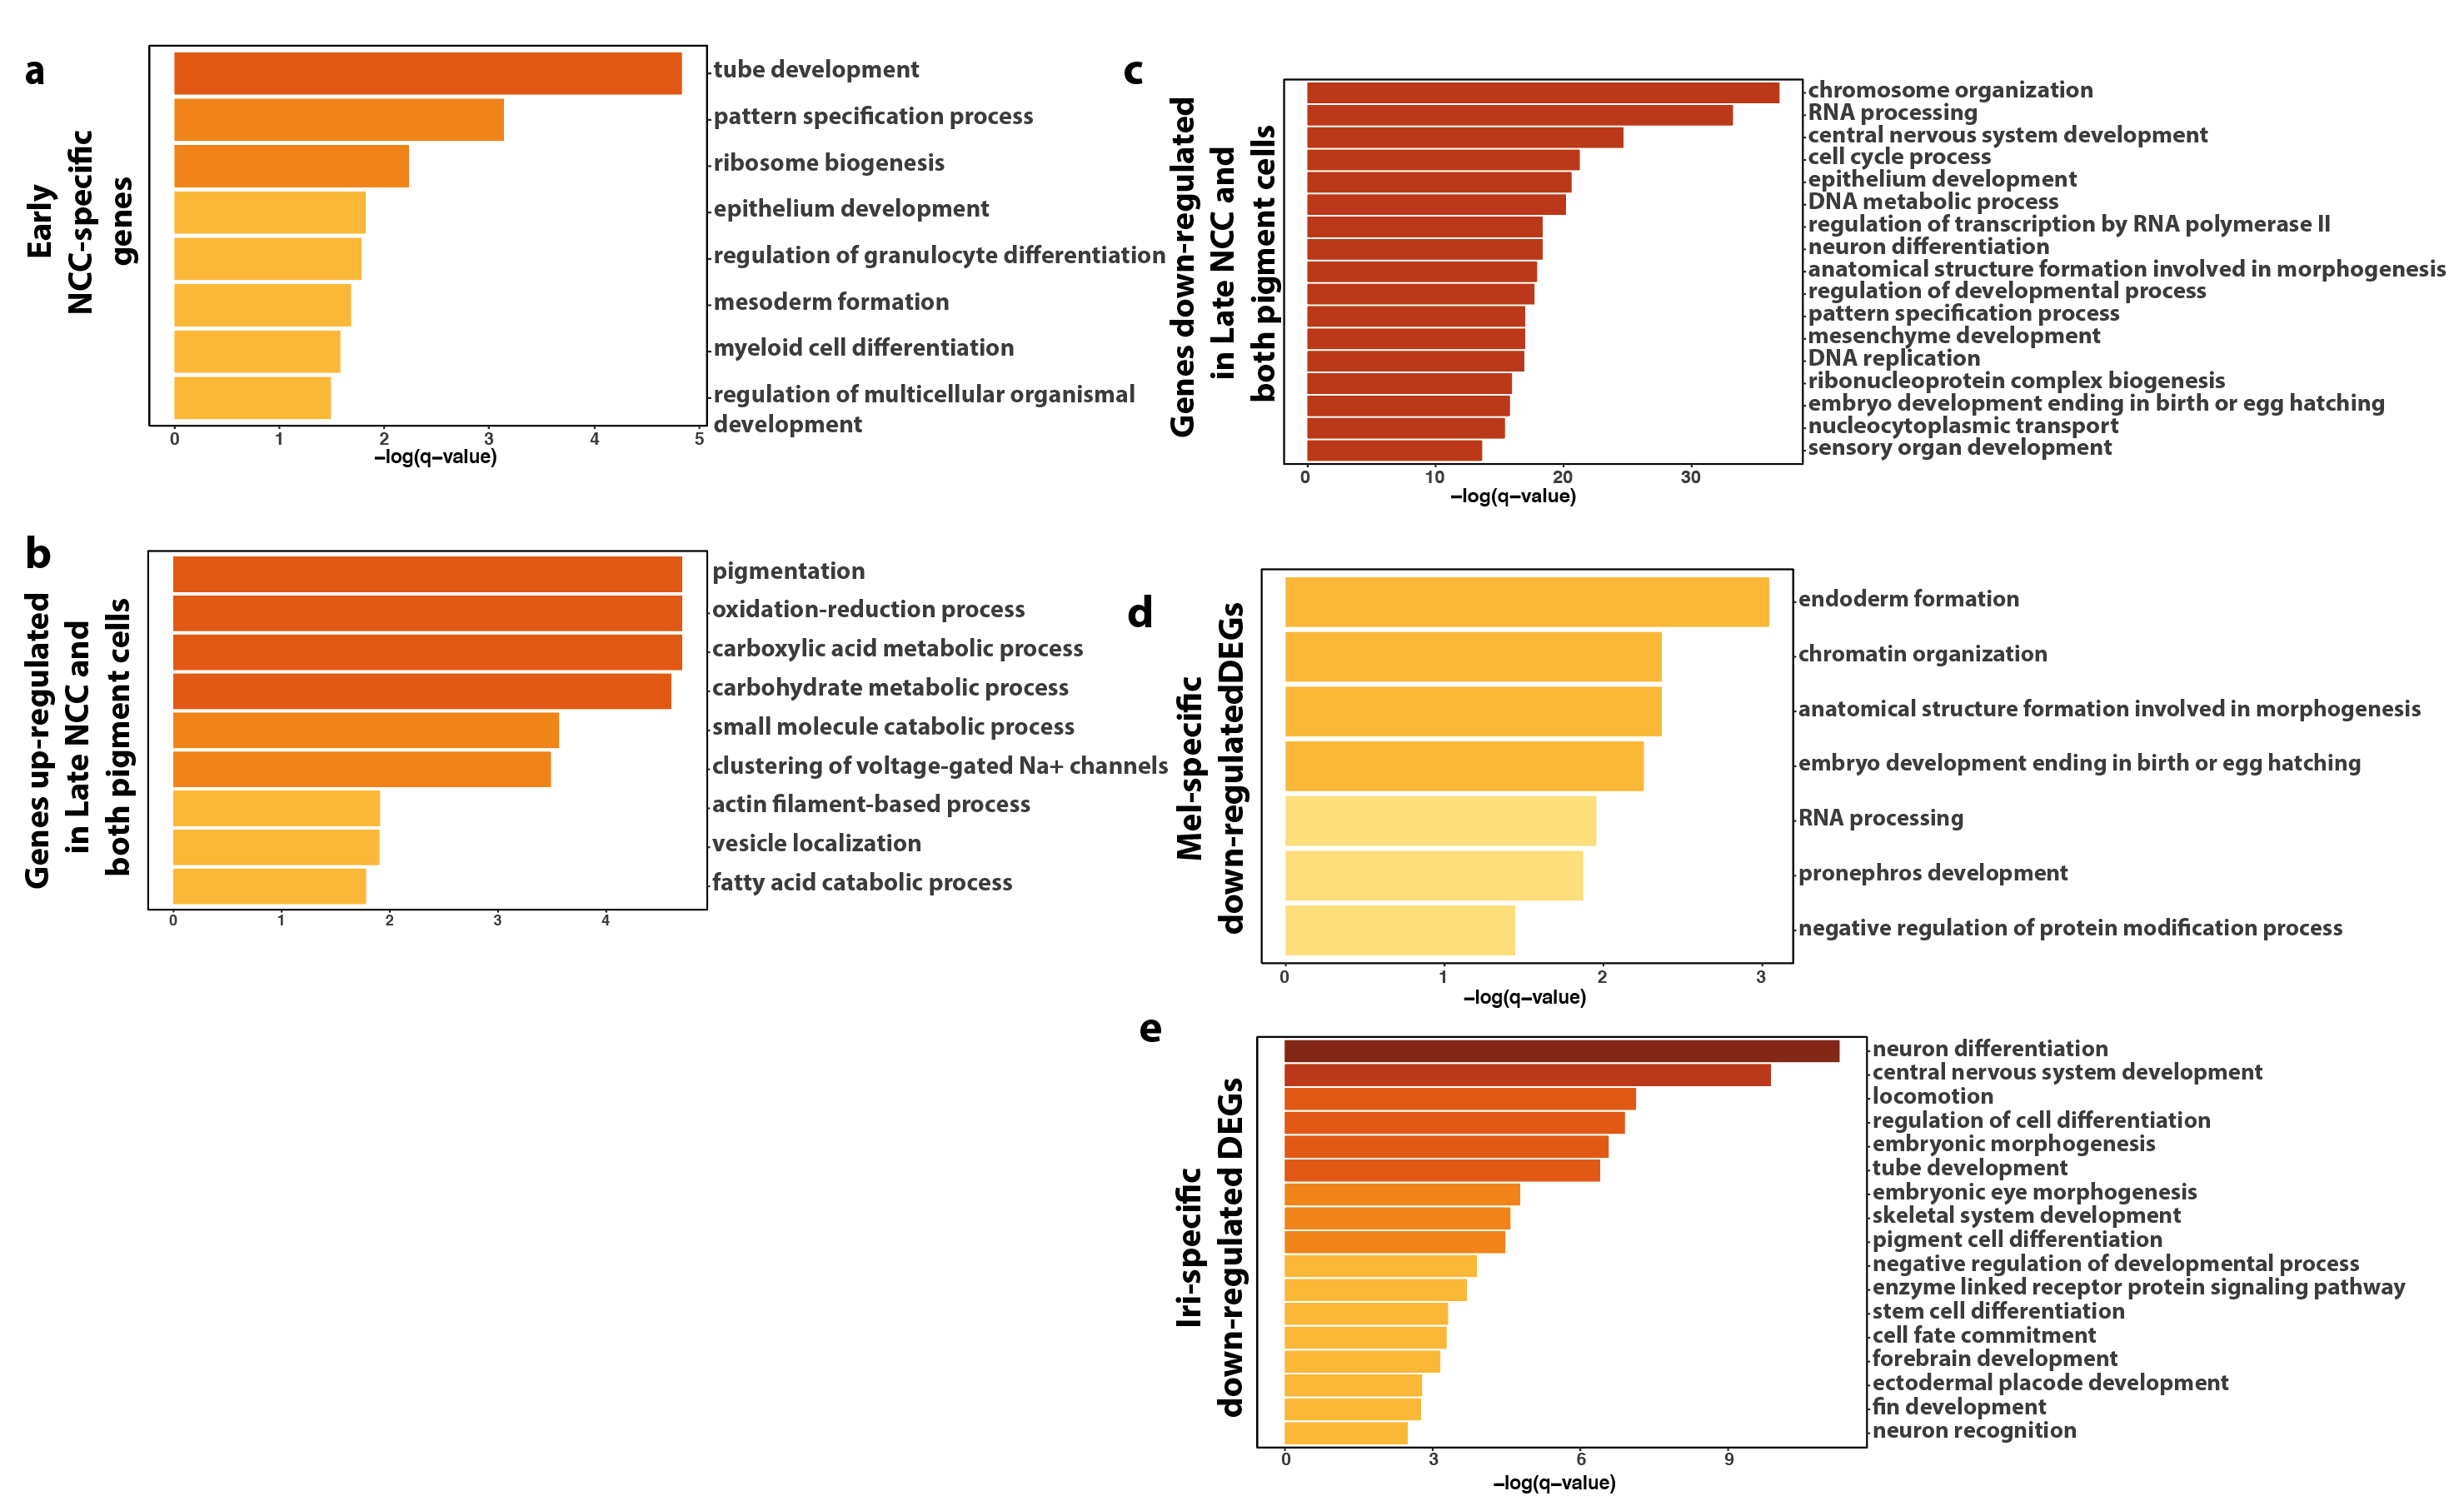
**

**Fig S6: Gene ontology enrichment of various DEG categories.** **a,** GO terms enriched in genes expressed in early NCC and down-regulated in late NCC. **b,** GO enrichment of genes up-regulated in late NCC, melanophores, and iridophores. **c,** GO enrichment of genes down-regulated in late NCC, melanophores, and iridophores. **d,** GO enrichment of melanophore-specific down-regulated genes. **e,** GO enrichment of iridophore-specific down-regulated genes.

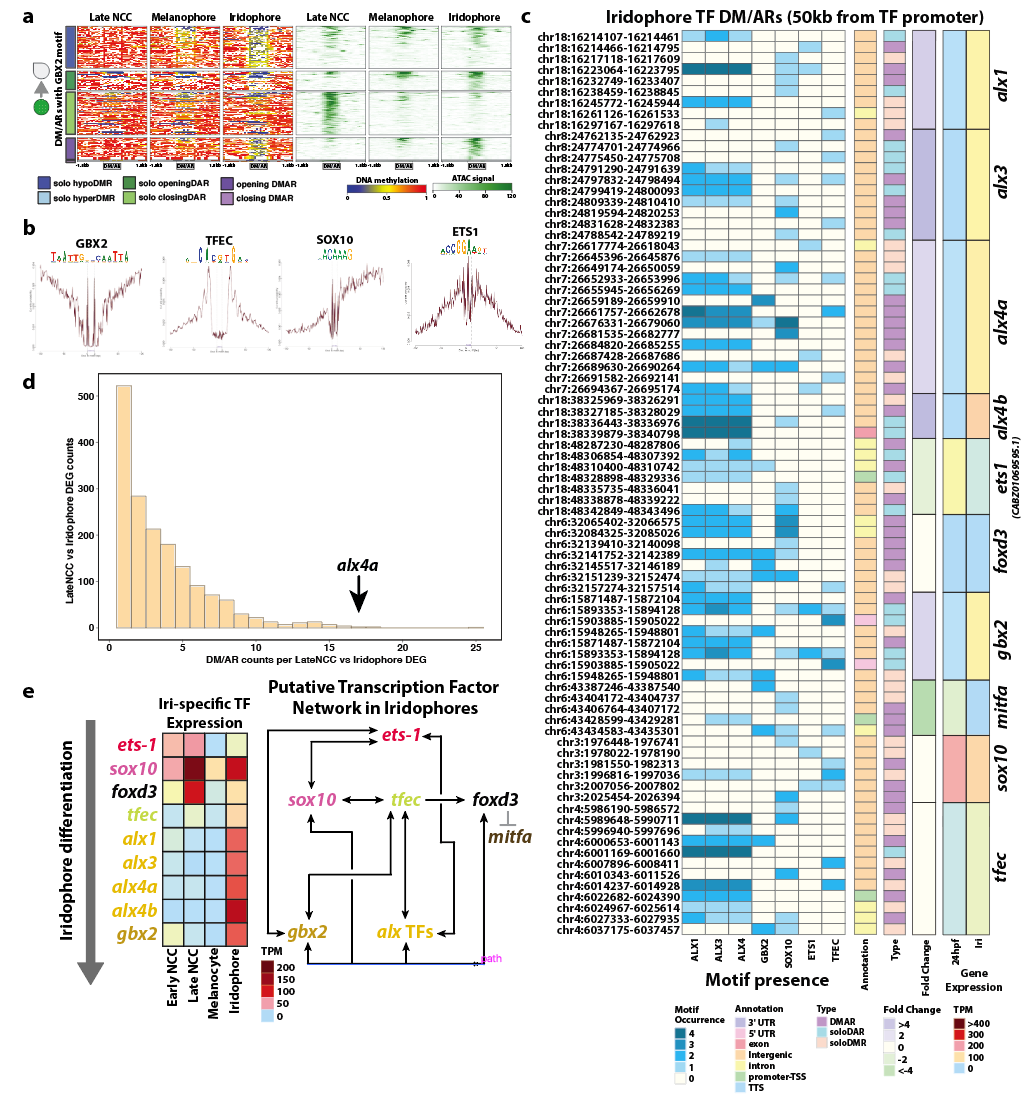

**Fig S7: Characterization of motif presence in epigenetically dynamic regions within 50kb of DEG promoters.** **a,** Heatmaps representing DNA methylation and ATAC signal across iridophore-associated DM/ARs with GBX2 motifs. **b,** ATAC-seq footprint signatures of additional iridophore-specific transcription factor candidates. **c,** Heatmap portraying number of motif instances of ALX1, ALX3, ALX4, GBX2, ETS1, SOX10, and TFEC, and genomic annotation, type of epigenetic dynamics, gene fold change from late NCC to iridophores, and gene expression levels of various transcription factors. **d,** Histogram displaying the frequency of DM/ARs within 50kb of Late NCC vs Iridophore up-regulated DEGs' promoters. **e,** Heatmap representing transcription factor gene expression in earlyNCC, lateNCC, melanophores and iridophores and a putative transcription factor network for iridophore differentiation.

**
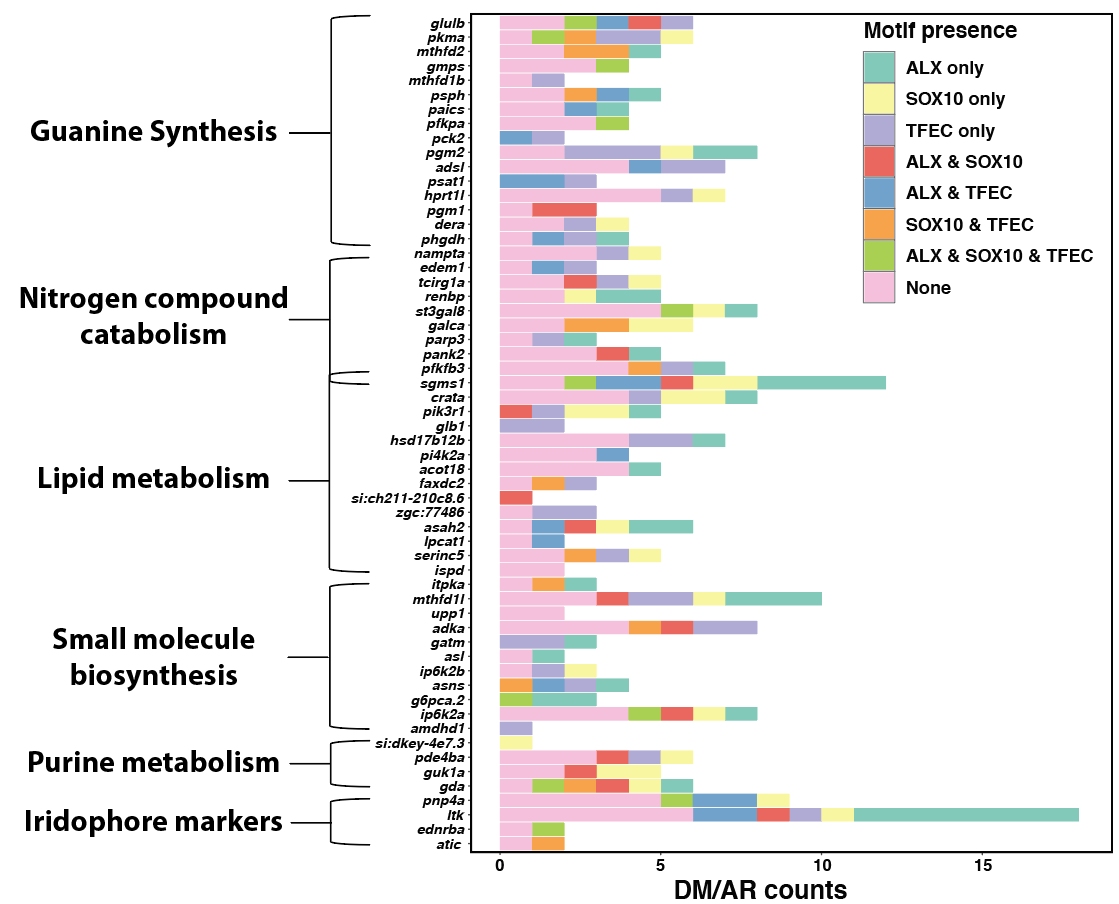
**

**Fig S8: Characterization of motif presence in epigenetically dynamic regions within 50kb of DEG promoters from enriched GO groups**. Frequency of DM/ARs with transcription factor motifs within 50 kb of iridophore-specific up-regulated gene promoters across various iridophore-enriched GO groups.

**
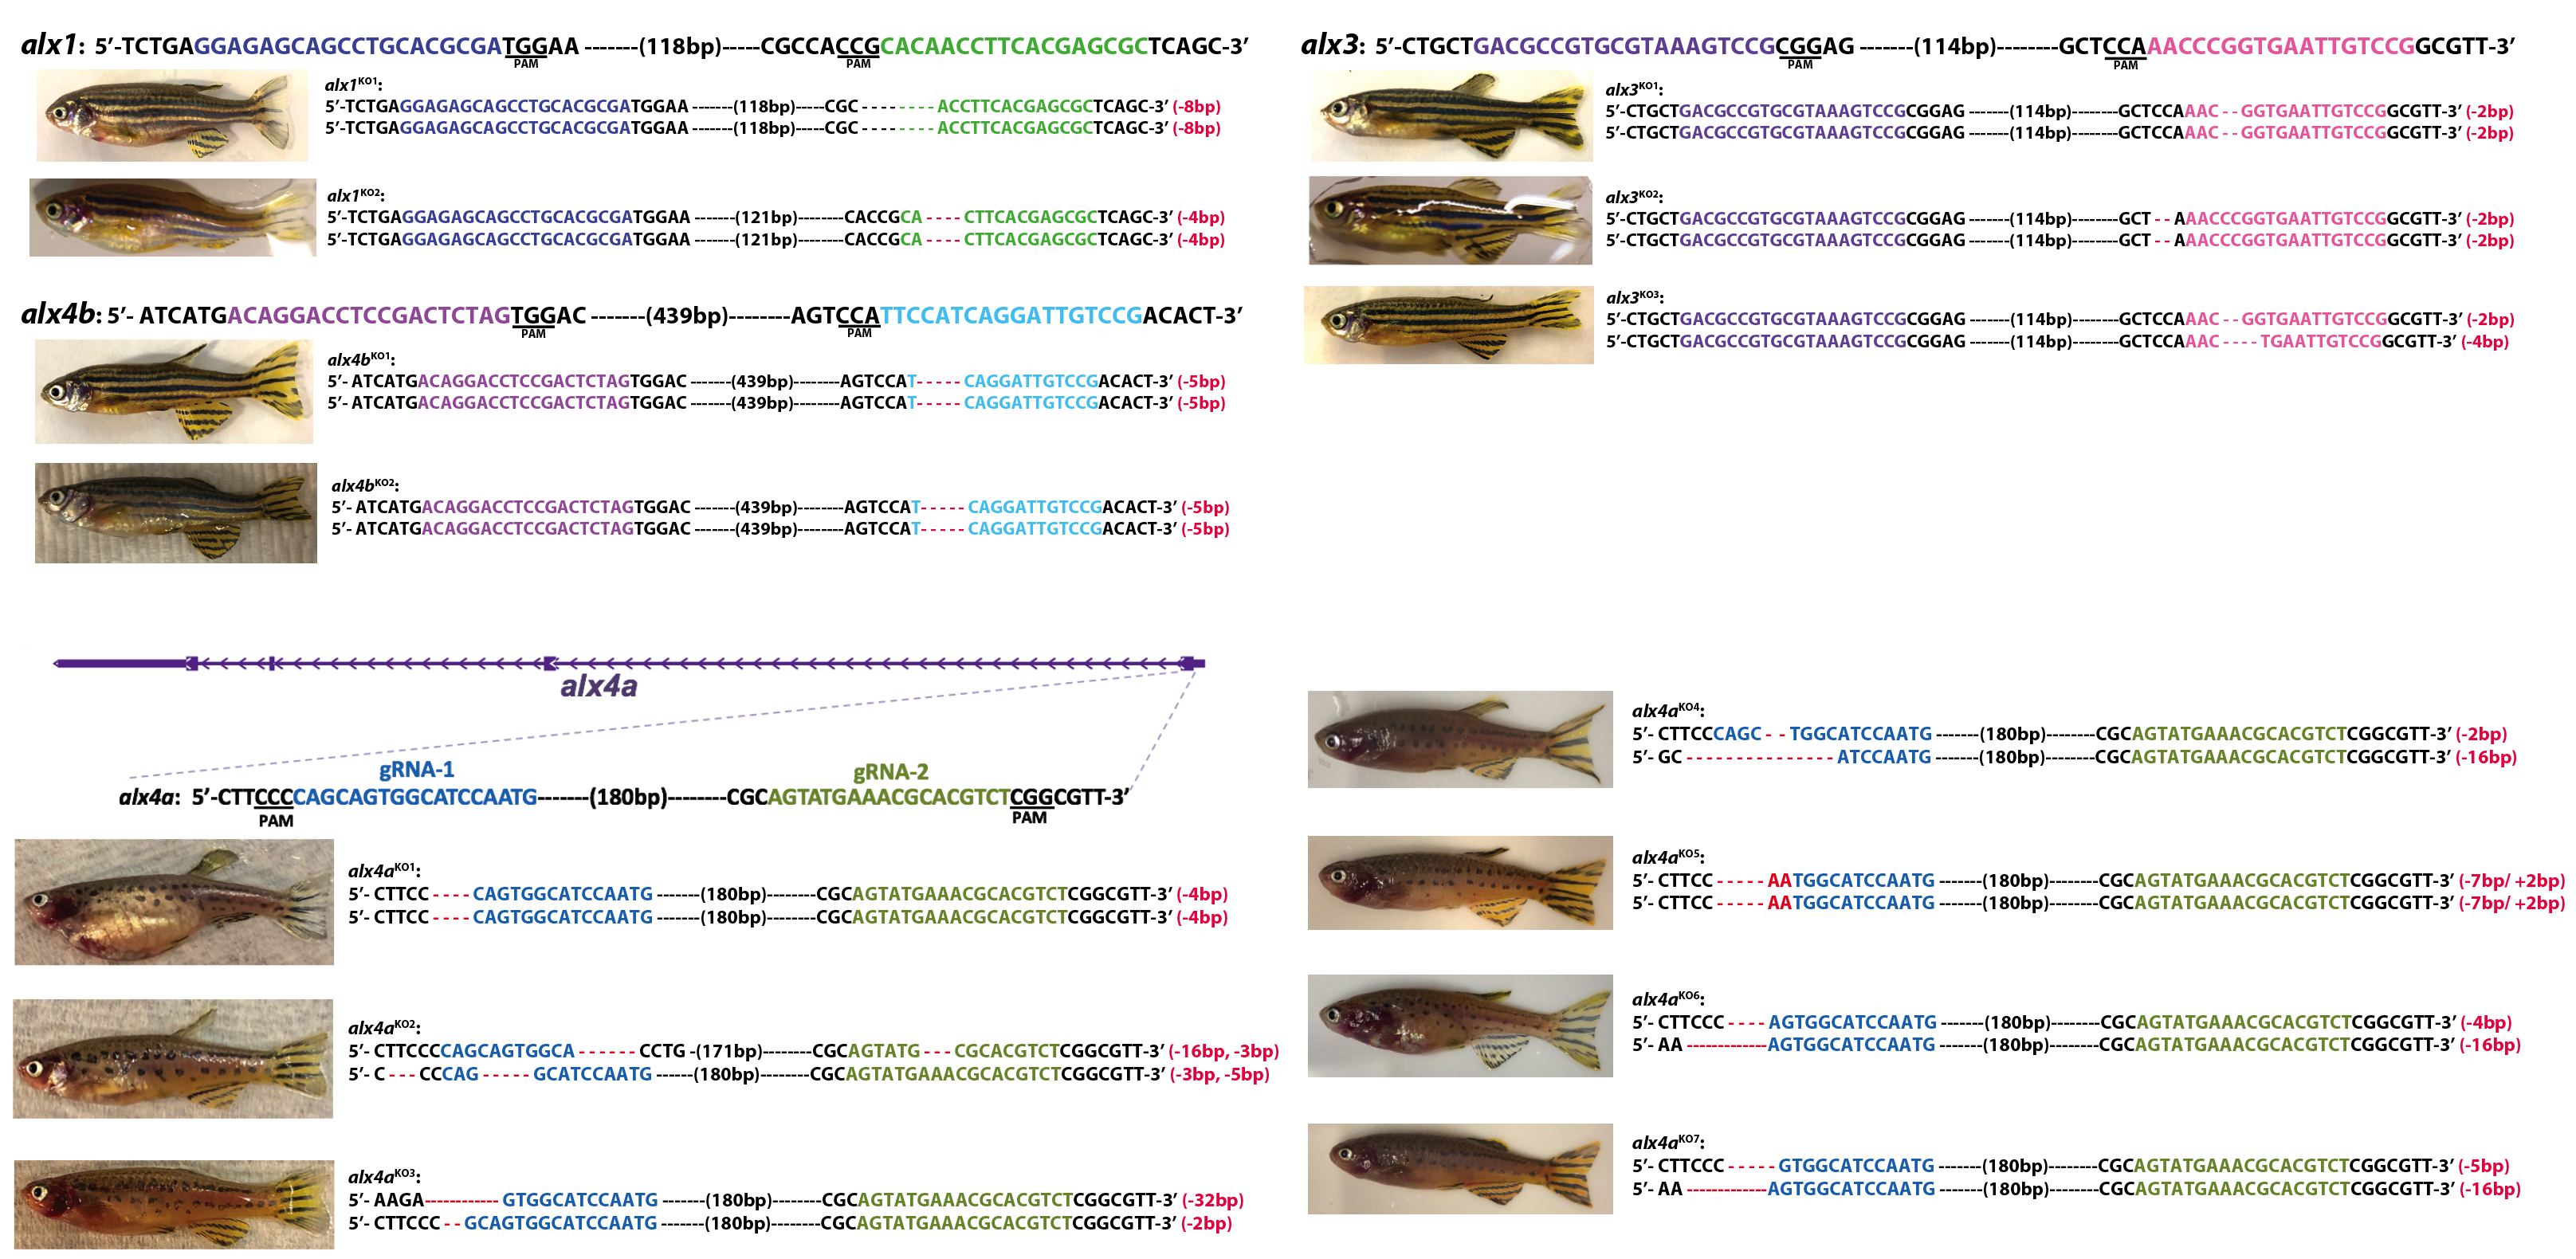
**

**Fig S9: CRISPR-mediated mutant genotypes**. Sequence of wild-type allele with gRNA sequence (colored) and PAM motif (underlined) designated. Lateral whole-body pictures of *alx1, alx3,* and *alx4b* mutant fish coupled with frameshift indel genotype. Below is a schematic illustration of *alx4a* CRISPR target location and sequence. Lateral view of *alx4a* knockout fish with unique frameshift alleles are presented.

**
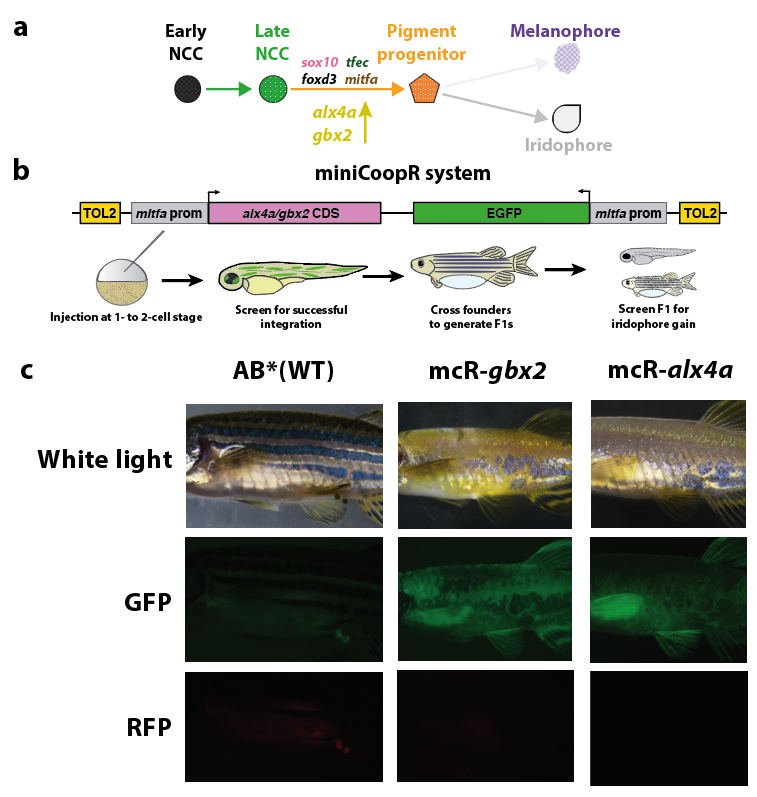
**

**Fig S10: Magnified view of *Tg(miniCoopR-alx4a)* and *Tg(miniCoopR-gbx2)* fish.** **a,** Schematic illustrating the timepoint when *alx4a* and *gbx2* will be ectopically expressed behind *mitfa* promoter during embryogenesis. **b,** Schematic describing the minicoopR-*alx4a* and miniCoopR-*gbx2* vectors and experimental design. **c,** GFP expression in transgenic fish indicates successful integration and expression of miniCoopR vector in wild-type AB* background. The GFP expression is not due to autofluorescence as indicated by lack of RFP detection.

**
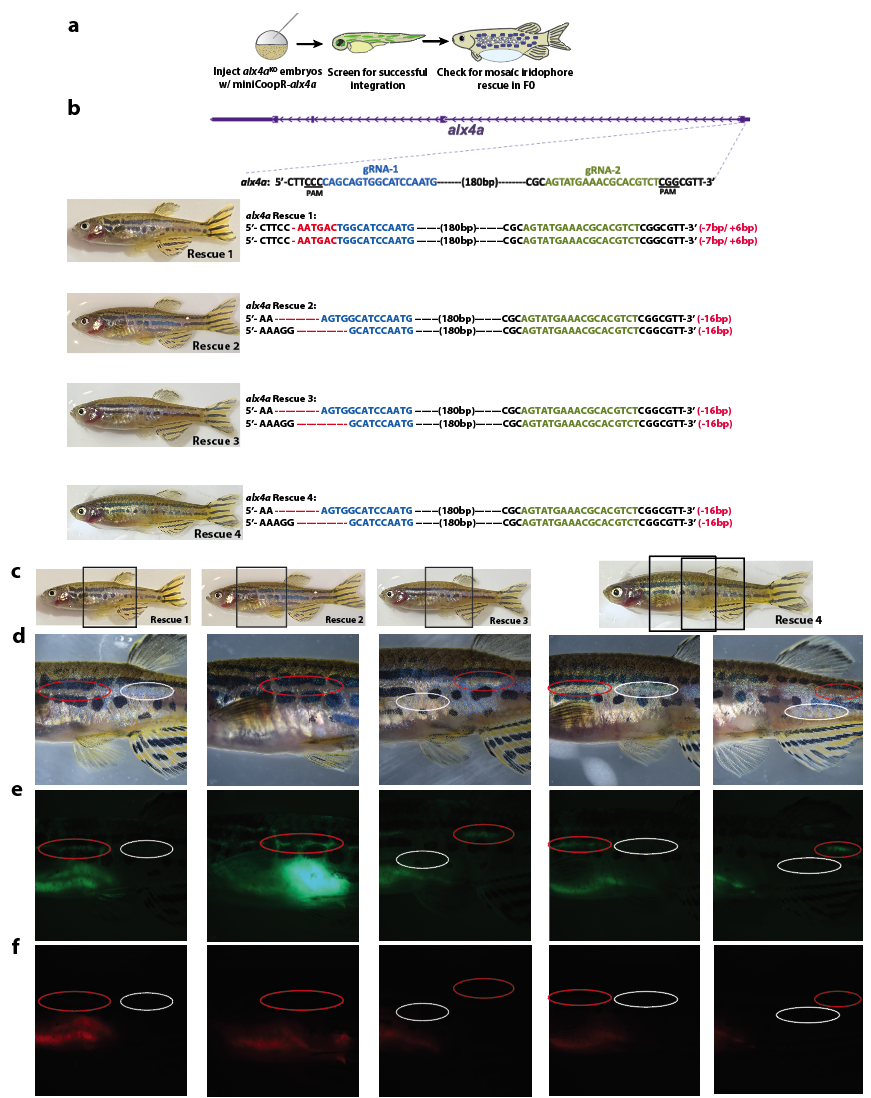
**

**Fig S11: miniCoopR-*alx4a;alx4a*-KO transgenic fish.** **a,** Schematic describing experiment design using minicoopR-*alx4a* vector to re-express *alx4a* in *alx4a*-KO fish. **b,** Schematic illustration of *alx4a* CRISPR target location and sequence. Lateral view of four miniCoopR-*alx4a;alx4a* rescue fish with frameshift alleles in *alx4a* first exon are presented. **c-d**, Black box **(c)** denotes the zoomed in region depicted in picture below (**d**)**. e,** GFP detection in zoomed regions. Red circle and white circle represent GFP-positive xanthophores and GFP-negative iridophores in both regions. **f,** RFP detection in zoomed regions.

How the deposited data were processed for this re-analysis (not part of the article)

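DNA methylation was measured by WGBS in 4 zebrafish cell types: early NCCs at 15 somites, late NCCs at 24 hpf, and melanophores and iridophores at 4 to 5 dpf. The files hold 1 library per cell type, in which the authors combined 2 biological replicates. The authors trimmed paired-end reads with Cutadapt, aligned them to danRer10 with Bismark, removed duplicates with Picard MarkDuplicates and extracted methylation per CpG with Bismark and a custom script, and the paper's text does not name the versions of these tools. As deposited by the authors, each CpG with at least 1 read is listed with its methylation level, the fraction of its reads that are methylated, extracted with Bismark after alignment and removal of duplicates. As deposited by the authors, the read count of each CpG is the raw coverage after the same steps, without normalization. The level times the number of reads lay within 0.0044 of a whole number at every CpG, so the number of methylated reads was taken as that whole number.

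Mean coverage ran from 24.0 reads per covered CpG in early NCCs to 35.2 in melanophores. At the median coverage of 17 to 29 reads, the level of a single CpG is imprecise, so values are given for regions or genome-wide, with the number of reads behind each named region. Replicates cannot be separated in combined libraries. No value therefore has a spread between replicates, no replicate could be left out, and each test compares the reads of 2 libraries. Wilson 95% confidence intervals cover counting error at most. Duplicates were removed by position and reads are not strictly independent molecules. A read over several CpGs also counts once at each, so the intervals can be too narrow. Cell type and strain change together, because NCCs came from *Tg(crestinA:EGFP)* fish and pigment cells from *mlpha* j120 fish.

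Global methylation was the mean level over CpGs with at least 1 read. Of the genes drawn in Fig. S7c, 1 is not reported here, and its regions were taken out of all values for that figure, including the adjustment of p-values. The level of a region was the mean over its covered CpGs. Reads summed over its CpGs were compared between libraries with two-sided Fisher's exact tests, adjusted by the Benjamini-Hochberg method within each list of regions. A read that spans several CpGs counts once at each, and the tests take these counts as independent. Their p-values can therefore be too small. DMRs were called with code written after the published description of DSS, which was not installed. From the paper's Methods come the use of smoothing, the minimum difference of 30 percentage points and the p threshold of 0.01. Parameters chosen here, after the published description of DSS, were a smoothing span of 500 bp, a Wald test with the minimum difference inside it, at least 3 CpGs, at least 50 bp, merging across gaps of up to 50 bp, and at least 50% of CpGs past the threshold. The dispersion of each CpG was shrunk toward a log-normal prior. This prior was fitted on CpGs with a mean of more than 10 reads over the compared libraries and with levels that differ between them. The variance of a smoothed level depends on how CpGs of a window are correlated. A correlation of 0.8 was used first, and it gave few regions on chromosome 1 between late NCCs and melanophores. After that count was seen, the correlation was estimated from the differences between early and late NCCs, over 143228498 pairs of CpGs at most 500 bp apart, which gave 0.0785. All values use this estimate, and correlations of 0.8 and 0 were run as added alternatives. Comparisons were early to late NCCs, late NCCs to melanophores, late NCCs to iridophores, and melanophores to iridophores.

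The caller was tested on simulated data on chromosome 20, with 50 changed stretches for each length and size of change and reads drawn at the depth of each library. Between late NCCs and melanophores, stretches of 1000 to 1500 bp were recovered in 100% of cases at a fall of 80 points, 96% at 60 points and 22% at 40 points. Stretches of 300 to 500 bp were recovered in 82%, 68% and 0%, and stretches of 100 to 250 bp in 38%, 10% and 0%. Falls were placed only in highly methylated stretches with many CpGs. Even those of 100 to 250 bp had a median of 11 or 12 CpGs, against 8 in the called melanophore hypoDMRs. Recovery in stretches with fewer CpGs was not simulated. In the other comparisons the share recovered at 80 points ran from 98% to 100% for the longest stretches, from 88% to 92% for the middle length and from 22% to 32% for the shortest. No regions were called elsewhere on the chromosome (0 in each simulation). A first form of this test changed runs of 10 CpGs and recovered few of them, after which the stretch lengths were added. In a further simulation, late NCC and pigment cell libraries were all drawn from the smoothed late NCC levels at their own depths. It gave 0 DMRs genome-wide. All simulations drew each CpG independently with a fixed dispersion, so they do not cover regional variation between libraries.

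HypoDMRs of melanophores and iridophores were called shared at an overlap of at least 1 bp. Isolated CpGs were those with at least 10 reads in all 4 libraries, at 90% or more in both libraries of one group and 10% or less in both of the other, whose 2 nearest covered CpGs within 500 bp changed by less than 20 points. The part of Table S2 at hand, its first 1998 of 72384 regions, is on chromosome 1 only and served as a list of regions to describe. Regions at 9 transcription factor genes were read from Fig. S7c, regions at *pnp4a* were placed by eye from Fig. S2f, and regions near 20 genes came from the part of Table S7 at hand. Only genes that the paper names with coordinates in these sources were analysed. Single regions were named for *alx4a*, *pnp4a* and, for other genes, where the fall from late NCCs to iridophores was largest, and the DMRs named genome-wide are those with the largest summed test statistic.

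The alternatives chosen before the data were examined were a p threshold of 0.001, a minimum of 5 reads, no smoothing, binomial variance only, a test of no difference with the 30-point minimum applied to region means, reads thinned to the shallowest library, and a Fisher's exact test per CpG. For levels they were minimums of 5 and 10 reads, the share of methylated reads, CpGs covered by at least 5 reads in all 4 libraries, and CpGs outside DMRs. Shared regions were also counted with an overlap of at least 50% of each region, and isolated CpGs with at least 20 reads or without the condition on neighbours. ATAC-seq and mRNA-seq libraries, the promoters of *sox9b*, *twist1a* and *tyr*, and enrichment of motifs or gene ontology terms were not analysed here. Positions were not converted between genome builds. The work used Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, Numba 0.67.0, pandas 2.3.3 and matplotlib 3.10.9.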

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

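The strain test in this part was fixed before any count was seen, while the weighing of variants in the pigment cell strain alone, and the position of these CpGs relative to DMRs and chromosomes, were chosen only after the result was seen.

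The paper does not report on single CpGs that switch alone. Among 13555596 CpGs with at least 10 reads in all 4 libraries, 18 were at 90% methylation or more in both NCC libraries and 10% or less in both pigment cell libraries while their 2 nearest covered CpGs changed by less than 20 percentage points. These 18 were flagged because they exceed 3, the limit allowed for a count of 0. No expected number of isolated CpGs was computed, so whether 18 is more than noise would give was not tested. Regrouping the libraries so that each group held 1 NCC and 1 pigment cell library gave 0, but it gave 0 without the condition on neighbours too, so it says nothing about isolated CpGs. The 18 CpGs were spread over the genome, with at most 2 on one chromosome, and 2 of the 18 lay in a called DMR.

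NCCs and pigment cells came from different fish strains, and a base variant at a CpG would change that CpG alone. Variants spread over both strains would give both directions, but 100% of the 18 CpGs were high in NCCs and 0 were high in pigment cells. This argues against variants in both strains as the only source. Without the condition on neighbours, 2120 CpGs were high in NCCs and 2 in pigment cells, but these include CpGs of regions that lost methylation. Low depth is not needed for the pattern, since 9 CpGs passed with at least 20 reads in all 4 libraries, out of 8954950 tested. A loss of methylation at single CpGs during differentiation and variants carried only by the strain of the pigment cells could both give 18 CpGs that are all high in NCCs. They cannot be told apart here, because strain and cell type change together in these libraries and no list of variants was used. No biological explanation was tested.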

How the results depend on the processing

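The alternatives with CpGs of a smoothing window correlated at 0.8 or independent were chosen only after the result was seen, and the other alternatives were set earlier. No paired analysis was possible because the replicates of each cell type were combined into 1 library by the authors, so samples that share a replicate number cannot be matched.

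The number of DMRs depended strongly on how they were called. The direction of the excess mostly did not, although its size varied. HypoDMRs outnumbered hyperDMRs in all 10 settings in the late NCC to melanophore, late NCC to iridophore and melanophore to iridophore comparisons. From early to late NCCs they did so in 9 of the 10, the exception being the added setting with a correlation of 0.8. The share of hypoDMRs ran from 98.3% to 99.9% in melanophores, from 98.2% to 100% in iridophores, from 52.5% to 86.4% between melanophores and iridophores, and from 50% to 95.9% from early to late NCCs. Of the 72 counts under alternatives, 22 were within 1.5 times the reported count and 50 were not.

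With the p threshold at 0.001, as in the legend of Fig. 1c, there were 5 hypoDMRs and 3 hyperDMRs from early to late NCCs, 7264 hypoDMRs in melanophores, 16 hyperDMRs in iridophores, and 943 hypoDMRs and 369 hyperDMRs from melanophores to iridophores. Without smoothing there were 47 and 2 from early to late NCCs, 18875 and 51 in melanophores, 19371 hypoDMRs in iridophores, and 3169 and 1301 from melanophores to iridophores. With binomial variance only, there were 108 hypoDMRs from early to late NCCs, 19652 and 84 DMRs in melanophores, 19594 and 77 in iridophores, and 3315 and 1876 from melanophores to iridophores. With a test of no difference and the 30-point minimum applied to region means, the counts were 687 and 138 from early to late NCCs, 32247 and 505 in melanophores, 32564 and 587 in iridophores, and 8311 and 5950 from melanophores to iridophores. Fisher's exact test per CpG gave 979 and 47 from early to late NCCs, 46208 and 822 in melanophores, 41063 and 772 in iridophores, and 10150 and 9173 from melanophores to iridophores. Thinning the reads to the shallowest library took the iridophore hyperDMRs to 22, and the other 7 counts stayed within 1.5 times. A minimum of 5 reads per CpG kept all 8 counts within 1.5 times.

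With the added correlation of 0.8, the counts were 1 and 1 from early to late NCCs, 2846 and 3 in melanophores, 3596 and 0 in iridophores, and 293 and 46 from melanophores to iridophores. With independent CpGs, also added, they were 60 and 12 from early to late NCCs, 90 hyperDMRs in melanophores, 94 in iridophores, and 1197 hyperDMRs from melanophores to iridophores. The correlation of 0.8 was the first choice and was replaced by the estimate after its counts on chromosome 1 were seen, so the reported counts depend on a choice made with counts in view. For all counts that changed, the cause was not tested.

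Mean methylation moved by more than its counting error under each alternative, since the error over so many CpGs is very small. In early NCCs, late NCCs, melanophores and iridophores it was 85.1%, 83.7%, 80.9% and 80.5% with at least 5 reads, 85.5%, 84.1%, 81.1% and 80.7% with at least 10 reads, and 85.4%, 83.98%, 80.9% and 80.6% as the share of methylated reads. Over CpGs with at least 5 reads in all 4 libraries it was 85.1%, 84.2%, 81.2% and 80.8%, and outside DMRs 84.2%, 83.1%, 80.8% and 80.4%. The order of the cell types stayed the same in each setting. The fall ran from -0.920 to -1.44 points from early to late NCCs, from -2.28 to -3.12 points to melanophores and from -2.70 to -3.40 points to iridophores.

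Shared hypoDMRs fell from 4591 to 2891 at the p threshold of 0.001 and to 3472 with an overlap of at least 50% of each region. Isolated CpGs numbered 9 with at least 20 reads and 2122 without the condition on neighbours. Medians of the opening DARs stayed within their reported middle range in 8 of 8 alternatives. For the change from late NCCs to iridophores in 44 single regions, 86 of 87 alternative values kept their direction and their side of the test. The share of methylated reads has the same p-value as the reported value, so there only the direction could change. Apart from *pnp4a*, the regions were DM/ARs near *alx4a* or had the largest fall of their gene. A kept direction is therefore a weak check. Changes in melanophores were not part of these 87 values. There the first *dera* region also changed direction, from 3.23 points by the mean over CpGs to -0.33 points by the share of methylated reads. The change at the first *dera* region in iridophores was -0.243 points as the share of methylated reads, against 1.23 points as reported, and Fisher's exact test on the reads of the region, the same for both, showed no difference between these libraries (Benjamini-Hochberg adjusted p = 1).

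With fewer reads fewer regions were called, as thinning to the shallowest library took hypoDMRs from 10959 to 9398 in melanophores and from 11485 to 10660 in iridophores. How many more a greater depth would give was not tested. On simulated data at the depth of the libraries, for the 4 comparisons on chromosome 20, stretches of 100 to 250 bp that lost 60 points were recovered in 2% to 10% of cases, and a fall of 40 points was recovered in at most 22% even in stretches of 1000 to 1500 bp. A low number of DMRs therefore does not exclude short or small changes. Whether depth, smoothing or the minimum of 30 points limits their recovery was not tested.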

Differences from the paper's values

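The 2 alternatives on the correlation between CpGs of a smoothing window were chosen only after the result was seen. All other alternatives were set before the data were examined. Counts from Fig. 1c were read by eye, and for each pigment cell they add the shared bar to the bar of that cell. An alternative is named where its count lies within 1.5 times the paper's.

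From late NCCs to melanophores, 10959 hypoDMRs were called, against about 20000 in Fig. 1c, read by eye. Calling without smoothing (18875) and with binomial variance only (19652) came within 1.5 times the paper's number, and the other 5 alternatives did not. Independent CpGs in a window also came within it (13915), a setting chosen after seeing the values. From late NCCs to iridophores there were 11485 hypoDMRs, against about 20000 in Fig. 1c, read by eye. Again no smoothing (19371) and binomial variance (19594) came within 1.5 times, and so did independent CpGs (14406), which were chosen after seeing the values, while the other 5 earlier alternatives did not.

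HyperDMRs numbered 33 in melanophores, against about 390 in Fig. 1c, read by eye. Only the test of no difference with the minimum applied to region means came within 1.5 times, with 505. In iridophores there were 34 hyperDMRs, against about 380 in Fig. 1c, read by eye, and no alternative came within 1.5 times.

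From early to late NCCs there were 20 hypoDMRs, against about 360 in Fig. 1c, read by eye. No alternative came within 1.5 times, with 108 under binomial variance below it and 687 under the test of no difference above it. The 6 hyperDMRs of this comparison stand against about 160 in Fig. 1c, read by eye, and only the test of no difference came within 1.5 times, with 138.

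Between melanophores and iridophores, 1573 regions were less methylated in iridophores, against about 3600 in Fig. 1c, read by eye. No smoothing (3169) and binomial variance (3315) came within 1.5 times, and the other 5 alternatives did not. More methylated in iridophores were 737 regions, against about 2300 in Fig. 1c, read by eye, and of the alternatives only binomial variance (1876) came within 1.5 times.

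Shared hypoDMRs numbered 4591, against about 8900 in Fig. 1c, read by eye. Neither the overlap of at least 50% of each region (3472) nor the p threshold of 0.001 (2891) came within 1.5 times.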

Other observations

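The explanations in this part and the tests of them were chosen only after the result was seen, although the minimum of 10 reads and the ways of calling DMRs that some of them use had been set earlier as alternatives.

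Although DMRs lost far more methylation per CpG, most of the summed net loss from late NCCs to pigment cells lay outside them. The DMRs held 11.1% of the summed net loss in melanophores and 11.3% in iridophores. Gains offset losses in these sums, and the share of the losses alone was not computed. The share depended on the calling. In melanophores and iridophores it was 13.7% and 13.8% without smoothing, 19.1% and 18.1% with binomial variance, 30.1% and 27.3% with the test of no difference, and 30.4% and 25.7% with Fisher's exact test per CpG. All of these settings keep the minimum of 30 points, so strict DMR calls and a loss spread outside DMRs cannot be told apart by them. Over CpGs with at least 5 reads in both libraries, inside and outside DMRs, 757030 (3.93%) fell by at least 30 points in melanophores and 1.11% rose by as much, and 12.2% of those that fell lay in DMRs. From early to late NCCs 1.01% fell and 0.824% rose by as much, and such numbers include counting noise at single CpGs.

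Several technical sources of this wider loss were weighed. A higher rate of bisulfite conversion would lower the apparent methylation, but by the rates of Table S1 mean conversion differed from late NCCs by -0.1 points in melanophores and by 0 points in iridophores, so it was not higher in either. CpGs with few reads do not explain it either, as the fall to melanophores was -3.01 points over CpGs with at least 10 reads, compared with -2.61 points over all. All 25 chromosomes took part. The largest fall was on chromosome 4 in both pigment cells, by -3.12 points in melanophores and -3.67 points in iridophores, against chromosome medians of -2.59 and -3.03 points. Changes too short or too small to be called, a difference between the fish strains, a wider loss of methylation with differentiation or age, and a mixture of cells in the NCC libraries stay open, and a wider loss may accompany the focal one only as a hypothesis.

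Many solo opening DARs also lost methylation. In the part of Table S2 at hand, 106 of 140 solo opening DARs of melanophores (75.7%) fell by at least 30 points from late NCCs, as did 102 of 155 in iridophores (65.8%). Over all solo opening DARs the median change was -41.7 points in melanophores and -37.7 points in iridophores, compared with -53.3 and -57.8 points in hypo-opening DMARs. The minimum of 3 CpGs for a DMR is not enough to explain why they are not called as DMRs, because 28.3% of these regions in melanophores and 32.4% in iridophores had fewer than 3 CpGs. They had a median of 4 CpGs covered in the library of their pigment cell, in melanophores and in iridophores, compared with 11 in hypo-opening DMARs counted in the same way. Part of this gap is set by the minimum itself, since each DMAR holds a DMR. Few CpGs per region remains a candidate explanation for why these regions are listed as DARs alone, although coverage differed too, with medians of 30 reads against 42.4 in melanophores. Whether the solo class differs in its biology was not tested.

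The early NCC library differed slightly from the levels of Table S2, while the other 3 libraries matched them. If the early NCC file held a subset of the reads behind the table, no region would have higher coverage in the file, but 248 regions (12.6%) did. The file is not that of another cell type, with an r of 0.988 across regions to the early NCC levels of the table and 0.928 to those of late NCCs. The median ratio of coverage was 0.898. A different set of early NCC reads or another version of the processing stays open and was not tested. No biological explanation applies, since both sets are given for the same cells.

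Table S1 gives early NCCs the highest summed coverage, 23.4, while in the files they have the lowest mean coverage. Missing reads in the early NCC library would lower its reads over CpGs per read of Table S1, but this was 2.38, close to the 2.47 to 2.50 of the other libraries. The files had 1.78 to 1.83 times the coverage of Table S1 in the other libraries and 1.03 times in early NCCs. How the coverage of Table S1 was computed stays open. Table S2 lists regions without a covered CpG at 0% methylation, 32 in early NCCs, 31 in late NCCs, 22 in melanophores and 25 in iridophores, and such regions are left out of the values given for the files.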
